# Identification and characterization of a direct activator of a gene transfer agent

**DOI:** 10.1038/s41467-019-08526-1

**Published:** 2019-02-05

**Authors:** Paul C. M. Fogg

## Abstract

Gene transfer agents (GTAs) are thought to be ancient bacteriophages that have been co-opted into serving their host and can now transfer any gene between bacteria. Production of GTAs is controlled by several global regulators through unclear mechanisms. In *Rhodobacter capsulatus*, gene *rcc01865* encodes a putative regulatory protein that is essential for GTA production. Here, I show that *rcc01865* (hereafter *gafA*) encodes a transcriptional regulator that binds to the GTA promoter to initiate production of structural and DNA packaging components. Expression of *gafA* is in turn controlled by the pleiotropic regulator protein CtrA and the quorum-sensing regulator GtaR. GafA and CtrA work together to promote GTA maturation and eventual release through cell lysis. Identification of GafA as a direct GTA regulator allows the first integrated regulatory model to be proposed and paves the way for discovery of GTAs in other species that possess *gafA* homologues.

## Abstract (web summary)

Gene transfer agents (GTAs) are ‘domesticated’ bacteriophages that can transfer any genes between bacteria. Here, Paul Fogg identifies a protein that directly regulates transcription of GTA genes and whose expression is in turn controlled by a global cell-cycle regulator and a quorum-sensing regulator.

## Introduction

Rapid bacterial evolution is a fundamental process that allows bacteria to adapt to changes in their environment and to explore new environmental niches. The primary mechanisms for the rapid spread of genes are known collectively as Horizontal Gene Transfer (HGT). In contrast to hereditary transfer, HGT allows genes to be passed directly between individual bacteria at a much faster rate^1,2^. The genes being transferred may improve fitness or resilience but can also lead to antimicrobial resistance (AMR) or increased virulence.

Traditionally, bacterial HGT consists of three broad mechanisms of genetic exchange – conjugation, transformation and transduction. Transduction by bacteriophages is generally accepted to be the most influential mechanism for the exchange of genes between bacteria, in particular, the generalized transducing (GT) phages and the recently described lateral transducing (LT) phages play a crucial role^3^. During phage replication, host bacterial DNA is packaged into a significant proportion of phage particles instead of the phage genome; the host DNA can be randomly selected (GT phages) or it can be from a large hypermobile region (LT phages). The packaged host DNA is then protected by the phage capsid and delivered to a new host cell, where it can be integrated into the target genome by homologous recombination.

Gene transfer agents (GTAs) are an unusual method of HGT, which appears to be a hybrid of bacteriophage transduction and natural transformation^4^. First discovered in the 1970s, GTAs are small virus-like particles that transfer random fragments of the entire genome of their bacterial host between cells^5^. Unlike the transducing phages, whose primary aim is still self-preservation, GTAs have no preference for the spread of their own genes and their survival is entirely dependent upon their hosts’ wellbeing^6,7^. It is the complete lack of DNA selectivity that makes GTAs particularly intriguing and raises important questions about their impact on HGT, bacterial evolution and the selective pressures that allow them to persist^8^.

A rough estimate of the number of viruses in the oceans alone is 4 × 10^30^ ref. ^9^. Metagenomic analyses of the marine virome typically reveal that >60% of the sequences are unrelated to any known viruses, and there has been speculation that GTAs are a significant contributor to this cloud genome^10,11^. A seminal study of antibiotic gene transfer by GTAs in in situ marine microcosms, observed frequencies that were orders of magnitude greater than any known mechanism^12^. In the model host, *Rhodobacter capsulatus*, RcGTAs are under the control of a number of conserved global regulatory systems such as the cell cycle regulator CtrA^13–15^, the quorum-sensing regulator GtaR^16,17^ and various phosphorelay components such as DivL and CckA^15,18^, however, all of these regulators affect RcGTA production indirectly and thus the mechanism of activation is unclear.

In this study, I identify and characterize a transcription factor (Rcc01865, renamed GafA here) that binds directly to the RcGTA promoter. The *gafA* promoter is in turn bound by both the pleiotropic regulators CtrA and GtaR near the transcription start site. CtrA and GafA are both required for optimal RcGTA expression, packaging of DNA and release of infective particles. The data presented here indicates that GafA is the missing link that connects RcGTA production with host regulatory systems and allows construction of the most comprehensive model of RcGTA regulation to date.

## Results and Discussion

### All RcGTA genes are upregulated in an RcGTA hyperproducer

RcGTAs are usually produced from a small sub-population, making in-depth analysis of RcGTA producers problematic^6,19^. 

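Total RNA from early stationary phase cells, grown phototrophically without oxygen at 30 °C in a high phosphate medium, was depleted of ribosomal RNA and sequenced in strand-specific libraries. Wild-type *R. capsulatus* SB1003 gave 4 libraries (S01 to S04) and the RcGTA hyperproducer DE442 gave 8 (S05 to S12). The paper's methods divide the DE442 libraries equally between DE442 and a passaged DE442 culture, and the labels do not say which libraries are which. All 8 were therefore taken as DE442, without terms for passage or sequencing batch. The authors pseudo-aligned the reads to the SB1003 reference transcriptome with Kallisto 0.43.1 and exported estimated counts from Sleuth 0.29.0 for 3740 genes, after dividing each library by a factor of its own. The sums of these normalized estimated counts, rounded, ranged from 9315280 to 20015200 per SB1003 library (median 19092000) and from 9456120 to 25699400 per DE442 library (median 15812200). Most low values of a library are multiples of a single step, and dividing by that step gives an estimate of the reads behind the values. This estimate was 11550100 to 16666900 reads per SB1003 library (median 14947500) and 12186300 to 20225300 per DE442 library (median 17207500). In the authors' deposited table, the beta value (b) of each of 3581 genes equals the mean of log2 (value + 0.5) over DE442 S05 to S08 minus the mean over SB1003 S01 to S04, to under 1e-08. DE442 S09 to S12 do not enter b, which the paper's methods give as the strain effect of a linear model that also holds passage and sequencing batch, without a list of libraries. Values are therefore given first over S05 to S08 and then over all 8 DE442 libraries. If the paper's model counted SB1003 as unpassaged, the libraries left out of b, S09 to S12, would be the passaged culture. The labels do not state this. Genes with a value of at least 5 in at least 4 libraries were tested (3728 genes) on log2 (value + 0.5) with limma's trend method, and p-values were adjusted by the Benjamini-Hochberg method. Libraries S07 and S08 differed by a chi-square of 12.7 per gene, S05 and S06 by 29.7, and S03 and S04 by 34.0, where the next closest pair differed by 130. By the median over genes S09 and S12 were also close, at 12.0 times the median of sampling noise, against 11.1 for S07 and S08. They were not counted as a close pair, so averaged pairs and splits that keep pairs whole take them as independent. Each of these values is larger than the sampling noise, and the p-values measure only the spread between these libraries.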

Here we compared the transcriptome of an RcGTA hyperproducer, *R. capsulatus* DE442, to the wild-type by RNAseq^19^. 

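DE442 differed from SB1003 over much of the transcriptome. Over S05 to S08, 494 genes were higher in DE442 and 473 were lower at an adjusted p under 0.05 from limma, and 152 and 181 of these were at least 4-fold higher and lower. Over all 8 DE442 libraries 426 genes were higher and 551 lower, and 131 and 201 of these changed at least 4-fold. S09 to S12 gave 483 higher and 733 lower genes, and 268 genes were higher and 355 lower in both sets of DE442 libraries. All 426 genes that were higher lie on the chromosome, whereas 150 of the 551 that were lower lie on the plasmid and 401 on the chromosome. Of the genes at least 4-fold lower, 149 are plasmid genes and 52 chromosome genes. The chaperonin gene *groL* was 1 of the strongly raised genes outside the RcGTA gene lists. It had a value of 129421 ± 64541 (SD, n = 4) in S05 to S08 and 8848 ± 3111 (SD, n = 4) in SB1003, a log2 fold change of 3.80 (standard error 0.51, adjusted p = 8.6e-05 from limma). Over all 8 libraries the *groL* log2 fold change was 4.06 (standard error 0.47, adjusted p = 1.2e-05). In S09, S10, S11 and S12 the *groL* values were 139791, 294940, 185865 and 103837. Every DE442 library was above every SB1003 library in 306 genes and below in 344. Chance separates 0.202% of genes in each direction if all 12 libraries are independent. The close pairs of libraries are not, so the share by chance is larger. With the close pairs of libraries averaged, 270 genes were higher, and after quantile normalization 748 were higher.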

152 upregulated and 37 down regulated genes were identified (Supplementary Tables 1 & 2). 

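The genes for the RcGTA particle rose together in DE442, and the major capsid gene rose most. All 17 genes of the structural gene cluster, *rcc01682* to *rcc01698*, were higher over S05 to S08 and over all 8 DE442 libraries. Their log2 fold changes ranged from 4.27 to 8.61 over S05 to S08 and from 3.61 to 8.55 over all 8. The libraries within S05 to S08 were unlike: RcGTA genes took 17.7 and 17.0% of the summed values of S05 and S06, and 6.57 and 6.08% of S07 and S08. The cluster lies between positions 1818689 and 1832775 of the SB1003 chromosome record. The capsid gene *rcc01687* (1822519 to 1823715) had a value of 1405896 ± 898228 (SD, n = 4) in S05 to S08, 1298747 ± 745513 (SD, n = 8) in all DE442 libraries and 3035 ± 619 (SD, n = 4) in SB1003. Its log2 fold change had a standard error of 0.65 over S05 to S08 (adjusted p = 1.9e-07 from limma) and of 0.59 over all 8 (adjusted p = 2.8e-08). S09, S10, S11 and S12 had capsid values of 985082, 2159770, 1043347 and 578197. This single gene took 3.98 to 11.6% of the summed values of a DE442 library and 0.0150 to 0.0242% of an SB1003 library. The prohead protease gene *rcc01686*, the portal gene *rcc01684* and the major tail gene *rcc01691* had log2 fold changes of 7.54, 6.88 and 6.70 over S05 to S08 and of 7.35, 6.78 and 5.99 over all 8. The 7 RcGTA genes that lie elsewhere all rose as well. Among them, the head spike genes *rcc01079* and *rcc01080* had log2 fold changes of 7.14 and 7.04 over S05 to S08, and 6.78 and 6.88 over all 8. The tail fibre gene *rcc00171* reached 6.02 and 6.39, and the lysis genes *rcc00555* and *rcc00556* reached 5.08 and 5.48 over S05 to S08 and 5.14 and 5.72 over all 8. The 24 RcGTA genes ranked within the 29 highest log2 fold changes over S05 to S08, which is the ranking by the authors' b. Over all 8, 22 of them did, where *rcc01694* ranked 31 and *rcc01696* ranked 34. Of the other genes in both rankings, the neighbours *rcc02623* and *rcc02622* had log2 fold changes of 7.82 and 6.18 over S05 to S08 and of 7.55 and 6.25 over all 8. Adjusted over the list alone, the counts were again 17 and 7. The lists' adjusted p with an estimated correlation was 0.324 for the cluster and 0.197 for the genes elsewhere, against 6.5e-12 and 2.6e-10 from limma's camera with a preset correlation of 0.01. Limma's fry, which tests a list's own change and not its change against other genes, gave adjusted p of 0.000559 and 6.1e-07. Ranked by p-value, 12 of the 24 were among the 29 highest, and *rcc01685* did not pass the test over S09 to S12 (adjusted p = 0.0702).

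**Figure D1:**
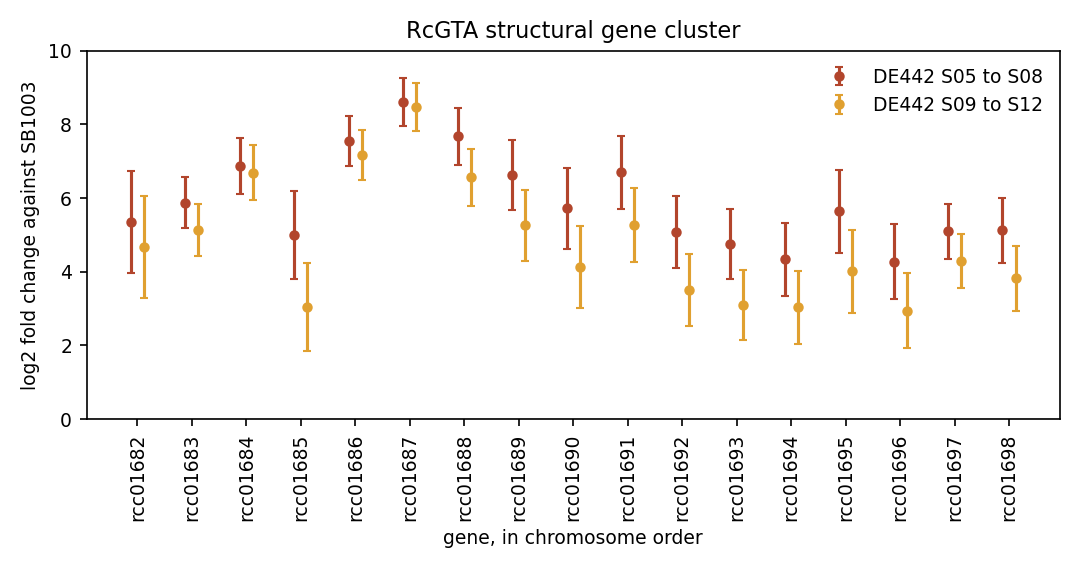
Log2 fold change against SB1003 (4 libraries) of the 17 genes of the RcGTA structural gene cluster in chromosome order, for DE442 S05 to S08 and for DE442 S09 to S12. Points are limma estimates and bars their standard errors, and the capsid gene is the highest at 8.61 and 8.48.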

The top 29 upregulated genes had a beta value (*b*) of 4.0 or greater (Supplementary Table 3), equivalent to a 16-fold increase in transcript abundance, and contained all of the genes from the core RcGTA structural gene cluster^14^, head spikes^20^, tail fibre^21^, lysis genes^18^ and a putative RcGTA maturation protein^22^. One further gene, *rcc01865*, was previously shown to be essential for RcGTA production but its precise role is unknown^22^. *Rcc01865* encodes a protein with a predicted helix-turn-helix (HTH) DNA binding motif in the N-terminal domain that structurally resembles the DNA binding domain (DBD) of the genome replication initiator protein DnaA (e.g. *Mycobacterium tuberculosis* DnaA-DBD, 3PVV; Supplementary Figure 1), which led to the assumption that it is a regulator protein^22^. The C-terminus contains a region that has similarity to various sigma factors, including a high HHPRED probability match to *Rhodobacter sphaeroides* RpoE (Supplementary Figure 1). 

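Transcripts of *rcc01865* rose with those of the RcGTA genes in DE442. The gene (2018987 to 2020135 of the chromosome record) had a value of 59155 ± 38747 (SD, n = 4) in S05 to S08, 70143 ± 40781 (SD, n = 8) in all DE442 libraries and 969 ± 182 (SD, n = 4) in SB1003. The log2 fold change was 5.67 over S05 to S08 (standard error 0.50, adjusted p = 1.2e-06 from limma) and 5.96 over all 8 (standard error 0.45, adjusted p = 8.5e-08). In S09, S10, S11 and S12 the values were 64252, 145956, 73519 and 40798, and every DE442 library was above every SB1003 library. *Rcc01865* ranked 14 by log2 fold change over S05 to S08 and 11 over all 8. Its neighbour *rcc01866* (2020352 to 2020660), listed in Supplementary Table 3 as a GTA maturation protein gene, had log2 fold changes of 5.10 and 5.26. In the annotation carried by the files, *rcc01865* is a conserved hypothetical protein, and 0 of the 29 genes ranked highest, by either set of libraries, have a product named as a regulator, repressor, activator, sigma factor or transcription factor. The paper points to the requirement of *rcc01865* for RcGTA production, and counts its product as the sole putative transcription factor among the 29. On these grounds the paper proposes the gene as a strong candidate for starting RcGTA production.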

Given that *rcc01865* is essential for RcGTA production^22^ and encodes the only putative transcription factor in the top 29 upregulated genes in the RNAseq data (Supplementary Table 3), it is a strong candidate to be a specific initiator of RcGTA production. *Rcc001865* will hereafter be referred to as GTA Activation Factor A (*gafA*).

### GafA activates production of RcGTA particles

Deletion of *gafA* completely prevents RcGTA gene transfer^22^, even in the hyperproducer strain *R. capsulatus* DE442 (Fig. 1a) where RcGTA gene expression, gene transfer frequencies and the proportion of the producing RcGTAs are normally substantially increased^6,19^. Furthermore, in DE442, packaged GTA DNA can be seen as a distinct 4 kb band in a total DNA purification. Deletion of *gafA* prevents any detectable GTA DNA in this assay (Fig. 1b), indicating that RcGTA production is fundamentally undermined at or before the DNA packaging stage. Overexpression of *gafA* in wild-type *R. capsulatus* SB1003 increased antibiotic gene transfer frequencies 57-fold (SD = 7, *n* = 8), compared to 94-fold for the stable hyperproducer phenotype (SD = 19, *n* = 8) (Fig. 1a)^19^. In addition, total DNA from the *gafA* overexpressor contained large quantities of 4 kb GTA DNA after 6 h (Fig. 1b). After 24 h, the cells partially dampened RcGTA production, although the levels observed were still far greater than WT (Fig. 1b). Dampening of RcGTA production is not unexpected as uniform expression in all cells is likely to be highly deleterious^6,18,19,23^.

**Fig. 1:**
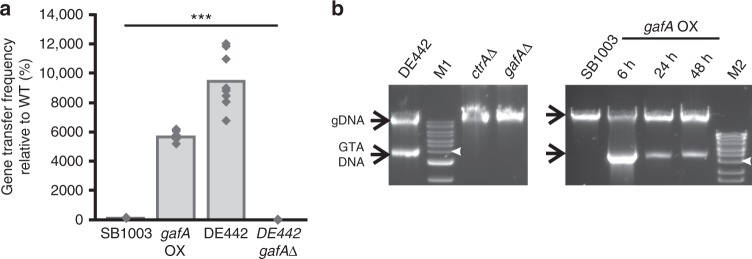
Confirmation of the RcGTA Activator, GafA. **a** GTA gene transfer assays for *R. capsulatus* SB1003 (WT), SB1003 *gafA* overxpressor (*gafA* OX), RcGTA hyperproducer strain *R. capsulatus* DE442 (DE442) and DE442 with *gafA* deleted (DE442 *gafA*Δ). Individual replicates are shown as diamonds. All conditions were significantly different; One Way ANOVA significance is indicated above the bars (*n* = 8, *** = *p* < 0.001). **b** Agarose gels of total DNA isolated from the annotated *R*. *capsulatus* strains - RcGTA hyperproducer strain *R*. *capsulatus* DE442, *ctrA* (*ctrA*Δ) and *gafA* (*gafA*Δ) knockouts in DE442, wild-type *R*. *capsulatus* SB1003 compared to *gafA* overexpressor (OX) derivatives of SB1003. Time post induction of *gafA* is noted in hours, GTA and genomic DNA (gDNA) are indicated by labelled arrows. NEB 1 kb Extend DNA Ladder (M1) or Bioline HyperLadder 1 kb DNA ladder were used (M2); the 4 kb band is annotated with a white arrow head. Source data are provided as a Source Data file

### CtrA overexpression does not lead to RcGTA overproduction

Previous work showed that the global regulator protein CtrA is also essential for RcGTA production^14^, however, the mechanism has never been discovered. Similar to *gafA*, deletion of *ctrA* prevents any detectable RcGTA gene transfer or production of the RcGTA capsid protein^14^. Activity of CtrA is modulated by phosphorylation of an aspartic acid residue (D51), and its phosphorylation state is important for RcGTA production^15,24^. 

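Many flagellar and chemotaxis genes rose in DE442, while the higher mean of *ctrA* transcripts did not pass the test. The response regulator gene *ctrA* (*rcc01663*, 1800841 to 1801554) had a value of 30940 ± 23710 (SD, n = 4) in S05 to S08, 24705 ± 18097 (SD, n = 8) in all DE442 libraries and 10513 ± 5494 (SD, n = 4) in SB1003. Its log2 fold change was 1.32 over S05 to S08 (standard error 0.64, adjusted p = 0.142 from limma) and 1.09 over all 8 (standard error 0.55, adjusted p = 0.167). The values in S09, S10, S11 and S12 were 13143, 32506, 18098 and 10135, within or above the range of 3890 to 17299 in SB1003. Of 39 genes of flagella and motility, 28 were higher over S05 to S08 and 29 over all 8, and 0 were lower. Adjusted over the list alone, 30 and 31 were higher. The adjusted p of this list over all 8 was 7.5e-15 from camera, 0.324 with an estimated correlation and 0.000665 from fry. *FlgH*, for the flagellar L-ring, had a log2 fold change of 3.58 over S05 to S08 (standard error 0.48, adjusted p = 9.1e-05 from limma) and 3.79 over all 8 (standard error 0.42, adjusted p = 8.0e-06). *FliE*, for a protein of the flagellar basal body, had log2 fold changes of 3.55 and 3.68. Of 31 chemotaxis genes, 16 were higher and 1 lower over S05 to S08, and 17 were higher and 2 lower over all 8 (19 higher and 2 lower when adjusted over the list alone). The adjusted p of the chemotaxis list was 1.0e-05 from camera, 0.530 with an estimated correlation and 0.0106 from fry. The response regulator genes *cheY2* and *cheY3* had log2 fold changes of 2.83 and 2.54 over S05 to S08 and of 2.98 and 2.76 over all 8. The chemoreceptor gene *rcc02151* went the other way, with log2 fold changes of -2.36 and -2.14, and *cheR1* had -0.43 over S05 to S08 (adjusted p = 0.189 from limma) and -0.74 over all 8 (adjusted p = 0.0446). It passed in 13 of 27 other settings (range 8.4e-05 to 0.189), not with averaged close pairs (0.103) or equal library totals (0.0777). The test called *ctrA* higher after quantile normalization (adjusted p = 0.0215), with library totals made equal (0.0214), and with 1 or 2 principal components of the residuals as covariates (0.0364 and 0.000509), which by construction keep the fold change and lower the residual spread. Over all settings tried, its adjusted p ranged from 0.000509 to 0.414, and its log2 fold change was 0.67 without S01.

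**Figure D2:**
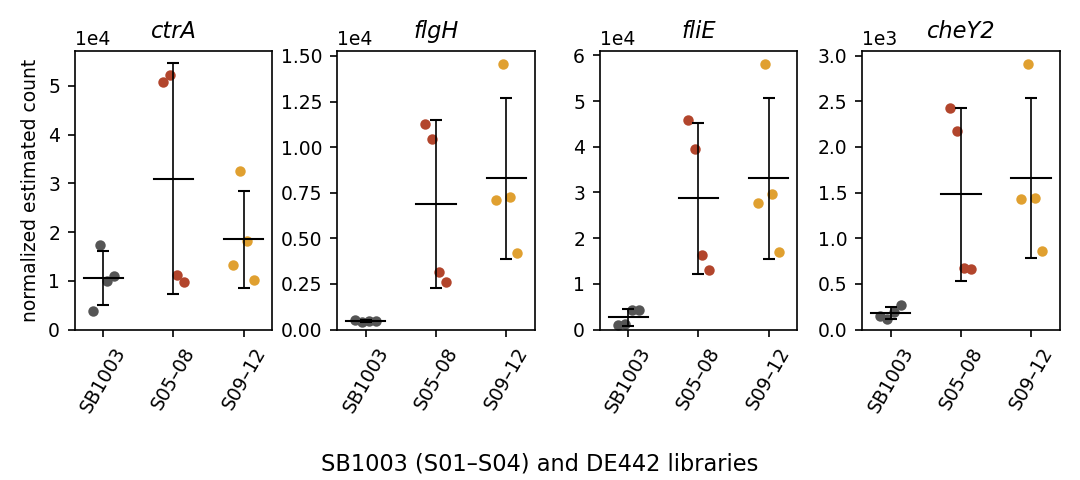
Normalized estimated counts (linear axes, each with its own scale) of *ctrA*, *flgH*, *fliE* and *cheY2* in SB1003 (4 libraries), DE442 S05 to S08 and DE442 S09 to S12. Each point is a library, the horizontal line the mean and the bar the SD, and the *ctrA* values of DE442 overlap those of SB1003.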

The RNAseq data showed that CtrA is upregulated (2.5-fold) in DE442 (Supplementary Tables 1 & 3) along with known CtrA regulon genes for chemotaxis and motility (Supplementary Table 1). If *gafA* is a simple constituent of the CtrA regulon then increasing the abundance CtrA should lead to RcGTA overproduction. Overexpression of WT *ctrA* or phosphomimetic *ctrA*^D51E^ led to a slight reduction in RcGTA gene transfer, whereas non-phosphorylatable *ctrA*^D51A^ increased gene transfer 2-fold (Fig. 2a)^25^. No GTA DNA bands were detected in total DNA for any of the *ctrA* overexpressor strains (Fig. 2b), which was consistent with no effect or a modest increase in RcGTA production. Similar to the *gafA* deletion, *ctrA* knockouts were not able to produce any detectable RcGTAs in WT^13,14^ or hyperproducer strains (Fig. 2).

**Fig. 2:**
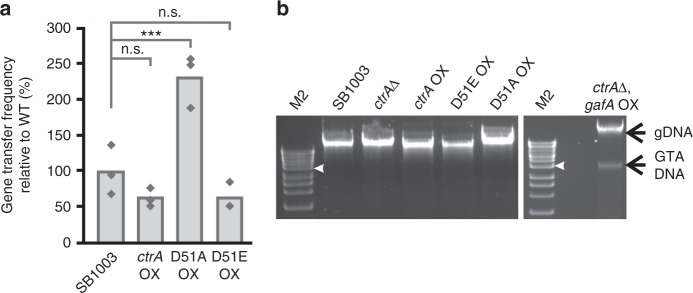
The role of CtrA in RcGTA production. **a** GTA gene transfer assays for *R. capsulatus* SB1003, *ctrA* overexpressor (*ctrA* OX), non-phosphorylatable *ctrA* overexpressor (D51A) and phosphomimetic *ctrA* overexpressor (D51E OX). Individual replicates are shown as diamonds (*n* = 3), One Way ANOVA significance versus the control (SB1003) is indicated above the chart (n.s. not significant i.e. p > 0.05, ***p < 0.001). **b**, Agarose gels of total DNA isolated from *R. capsulatus* SB1003 and the annotated derivatives – wild-type *R. capsulatus* SB1003, *ctrA* knockout (*ctrA*Δ), *ctrA* overexpressor (*ctrA* OX), phosphomimetic *ctrA* overexpressor (D51E OX), non-phosphorylatable *ctrA* overexpressor (D51A OX) and a *gafA* overexpressor in a *ctrA* knockout background (*ctrA*Δ, *gafA* OX). GTA and genomic DNA (gDNA) are indicated by labelled arrows. Bioline HyperLadder 1 kb DNA ladder was used (M2); the 4 kb band is annotated with a white arrow head. Source data are provided as a Source Data file

### CtrA controls GafA activity, RcGTA maturation and lysis

Overexpression of *gafA* in cells lacking *ctrA* still led to substantial intracellular GTA DNA accumulation (Fig. 2b), albeit at a lower level than in *ctrA* replete cells (Fig. 1b), indicating that the essential role of CtrA in expression of the GTA structural gene cluster is upstream of GafA. Overexpression of *gafA*, however, did not rescue RcGTA gene transfer ability in the *ctrA* knockout, DNaseI insensitive DNA was not detectable in the culture supernatant and manual lysis of the cells did not release any detectable infective RcGTA particles. Taken together, these data show that GafA activates synthesis of the RcGTA structural genes and packaging of host DNA, whilst, CtrA is required for maturation and release of infective RcGTA particles.

To further investigate the relationship between CtrA, GafA and RcGTA production, transcription of various GTA-related genes was measured. As expected from the phenotypic profiles, deletion of *ctrA* or *gafA* in DE442 eliminated the hyperproducer expression profile. Expression of the RcGTA terminase, capsid and endolysin genes all reduced to basal levels (Fig. 3a). Deletion of *ctrA* also reduced *gafA* expression but deletion of *gafA* did not affect *ctrA* expression, which was consistent with the hypothesis that *gafA* is part of the CtrA regulon.

**Fig. 3:**
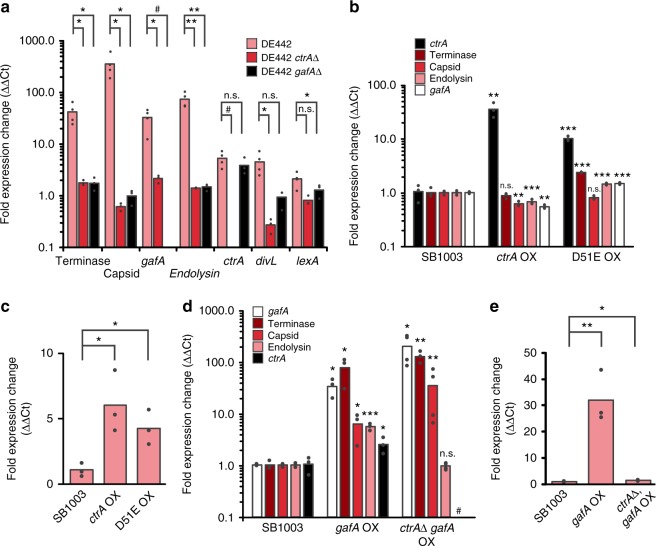
Relative Transcription of RcGTA-Related Genes. The *R. capsulatus* strains and gene targets assessed are annotated on each graph. OX indicates a gene overexpressor and Δ is a gene knockout. All Y-axis fold expression changes are normalized using *uvrD* as an endogenous reference gene (ΔCt) and relative to the wild-type SB1003 strain (ΔΔCt). Dot plots of individual replicates are overlaid onto each bar (biological replicates, *n* ≥ 3 for all samples). Statistical significance was determined using a two-tail t-test (*p < 0.05, **p < 0.01, ***p < 0.001, ^#^transcript not detected in knockout lines, n.s. not significant i.e., *p* > 0.05). Total transcripts were measured in (**a**, **b**, **d**) and transcripts originating from the native promoter only in (**c**, **e**). Source data are provided as a Source Data file

Overexpression of *ctrA* did not lead to a substantial increase in transcription of the RcGTA structural genes, lysis cassette or *gafA* (Fig. 3b), but did increase the abundance of native *ctrA* transcripts indicating positive autoregulation (Fig. 3c). Overexpression of *gafA* in WT cells led to a large increase in RcGTA gene expression (Fig. 3d). After 6 hours, *gafA* was overexpressed 34-fold leading to a large increase in terminase (78-fold), capsid (6-fold) and endolysin (6-fold) transcripts, supporting the hypothesis that GafA is an activator of core RcGTA gene expression and is also involved in the endgame of RcGTA release. In the *ctrA* knockout, overexpression of *gafA* was even greater (198-fold) with an associated increase in terminase (126-fold) and capsid (22-fold) transcription but endolysin upregulation was diminished (Fig. 3d). Lack of lysis in the absence of *ctrA* is a likely explanation for increased transcript abundance for *gafA* and the RcGTA genes. The requirement of CtrA for endolysin production is presumably to allow temporal control of the different stages of RcGTA production, e.g. lysis must not occur before RcGTA particles are fully mature and infective. Transcription of *gafA* from the native promoter also increased 31-fold in response to ectopic *gafA* expression (Fig. 3e). Strong positive *gafA* autoregulation could represent a hair trigger that, once initiated, locks the cell into a lytic fate. In contrast, only a 1.5-fold increase in native *gafA* transcripts was detected in the absence of *ctrA* (Fig. 3e). These data clearly indicate that GafA induces expression of the core RcGTA genes independent of CtrA, however, positive autoregulation of its own transcription is CtrA dependent, providing further evidence that CtrA is required for activation of GafA. Meanwhile, given that deletion of either *ctrA* or *gafA* in DE442 downregulates endolysin expression and GafA only induces endolysin expression in *ctrA* replete cells, both CtrA and GafA must act in concert to promote lytic release of RcGTAs.

### LexA and DivL are upregulated in RcGTA overproducers

In other species such as *Caulobacter crescentus*, *ctrA* is an essential cell cycle regulator^25,26^ and in *Rhodobacter*, although not essential, it must control the timing of distinct phases of RcGTA production. Recent work identified a phosphorelay (ChpT/CckA/DivL) that modulates CtrA phosphorylation^15,18^ and dysregulation of the PAS/PAC domain protein DivL led to increased RcGTA production^15^. *DivL* transcript abundance was 4 to 7-fold upregulated in DE442 (Fig. 3a and Supplementary Table 3) but unaffected by *gafA* overexpression and mildly increased by *ctrA* overexpression (Supplementary Figure 2A). 

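*DivL* transcripts were higher in every DE442 library than in any SB1003 library. The gene (*rcc00042*, 51052 to 52659) had a value of 100642 ± 58474 (SD, n = 4) in S05 to S08, 102146 ± 52933 (SD, n = 8) in all DE442 libraries and 14916 ± 9865 (SD, n = 4) in SB1003. This is a log2 fold change of 2.86 over S05 to S08 (standard error 0.65, adjusted p = 0.00550 from limma) and of 2.92 over all 8 (standard error 0.56, adjusted p = 0.00153). S09, S10, S11 and S12 had *divL* values of 82709, 182986, 95663 and 53244. *CckA* (*rcc01749*), the histidine kinase of the phosphorelay, had log2 fold changes of -0.17 over S05 to S08 (adjusted p = 0.718 from limma) and -0.33 over all 8 (adjusted p = 0.457). The gene listed as *gcrA* (*rcc03144*), a cell cycle regulator, had log2 fold changes of 0.45 and 0.26 (adjusted p = 0.225 and 0.474). *ClpP*, the proteolytic subunit of the Clp protease, rose by log2 fold changes of 2.08 and 1.90 (adjusted p = 0.00387 and 0.00246). *ClpX*, its ATP-binding subunit, had log2 fold changes of 0.91 over S05 to S08 (adjusted p = 0.114) and 1.04 over all 8 (adjusted p = 0.0431). The *clpX* call was lost in 12 other settings, among them averaged close pairs (1.22, adjusted p = 0.0741) and the fit without S01 (0.69, adjusted p = 0.127), with adjusted p from 0.00429 to 0.127 over all of them. Of the 6 genes listed for the CtrA phosphorelay and cell cycle, 2 were higher over S05 to S08 and 3 over all 8, and 0 were lower, with the same counts when adjusted over the list alone. The list's adjusted p over all 8 was 0.0503 from camera, 0.558 with an estimated correlation and 0.0273 from fry.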

*DivL* was, however, significantly down regulated in *ctrA* knockouts (Supplementary Figure 2A). The SOS repressor, *lexA*, is also required for efficient RcGTA production by regulating the production of CckA^27^. *GafA* and *ctrA* overexpression both led to a marginal increase (1.5 to 2-fold) in *lexA* transcription and, in DE442, *lexA* transcripts were 2 to 8-fold higher than WT (Fig. 3a, Supplementary Figure 2B and Supplementary Table 3). It is likely that a moderate increase in LexA represses CckA, which in turn shifts the CtrA equilibrium toward the unphosphorylated state and thus boosts RcGTA production^27^.

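*LexA* transcripts were higher in DE442, and by less in S09 to S12 than in S05 to S08. The gene (*rcc02361*, 2530337 to 2531053) encodes the LexA repressor and had a value of 4476 ± 2274 (SD, n = 4) in S05 to S08, 3085 ± 2147 (SD, n = 8) in all DE442 libraries and 543 ± 104 (SD, n = 4) in SB1003. Its log2 fold change was 2.91 over S05 to S08 (standard error 0.36, adjusted p = 3.6e-05 from limma) and 2.25 over all 8 (standard error 0.43, adjusted p = 0.00147). The *lexA* values of S09, S10, S11 and S12 were 1460, 2629, 1565 and 1122, a log2 fold change of 1.59 (adjusted p = 0.00441 from limma). The difference between the 2 sets was -1.32 on the log2 scale (adjusted p = 0.0333), and its adjusted p was 0.125 with the close pairs of DE442 libraries averaged. *RecA* (*rcc01751*), whose protein prompts LexA to cleave itself, had log2 fold changes of -0.43 over S05 to S08 and -0.77 over all 8 (adjusted p = 0.536 and 0.228). It passed as lower after quantile normalization (-0.84, adjusted p = 0.0439), without S01 (-1.28, 0.0242) and with 2 residual principal components (0.0390), and its adjusted p reached 0.589 in another setting. Of 14 genes for the SOS response and DNA repair, *lexA* was the 1 gene past the threshold over all 8, and 0 were lower, with the same counts when adjusted over the list alone. These 14 are what remains of a list of 34 after removal, once the data had been seen, of 20 genes matched only because pyruvate contains the letters of Ruv. In the list as first written, 4 genes were higher and 1 lower over all 8 (3 and 0 when adjusted over the list alone). Its adjusted p was 0.0503 from camera and 0.324 with an estimated correlation, against 0.702 and 0.825 for the list of 14 genes. From fry it was 0.00905, against 0.995 for the list of 14 genes.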

### CtrA binds near the *gafA* transcription start site

Clearly, CtrA and GafA work together to control RcGTA production. There is an obvious CtrA binding site in its own promoter (GTAAC-N_6_-TTAAC, Fig. 4a) and the GafA promoter contains an almost identical sequence (TTAAC-N_6_-GTAAC, Fig. 4a)^13,28^. Alignment of the *R. capsulatus gafA* promoter with *gafA* promoters from 14 different species (Supplementary Figure 3), revealed remarkable conservation of the CtrA binding site and its distance to the start codon (usually 65–71 bases) despite otherwise divergent flanking sequences. In an electrophoretic motility shift assay (EMSA), purified CtrA had no detectable binding affinity for its own promoter (≤8000 nM Protein, Supplementary Figure 4A), however, CtrA^D51E^ was able to bind to the promoter at low affinity (Supplementary Figure 4B). In contrast, CtrA bound to the *gafA* promoter with much greater affinity than the *ctrA* promoter (Kd 54.91 nM, SD 6.12, Fig. 4b, c), in agreement with the observations that CtrA is essential for *gafA* transcription. Furthermore, the hypothesis that CtrA regulates *gafA* transcription was strengthened by mapping raw RNAseq transcript reads onto the *gafA* promoter sequence, which revealed that the transcription start site is likely to be ~87 bp upstream of the start codon and coincides with the CtrA binding site (Fig. 4a). To test whether CtrA binding to the *gafA* promoter is required for RcGTA production, SB1003 *gafA*Δ was complemented *in trans* with plasmids containing either *gafA* expressed from its unaltered native promoter (pCMF180) or with either of the two CtrA binding half-sites mutated by site directed mutagenesis (pCMF214 and pCMF215) (Supplementary Figure 5). Complementation with the wild-type promoter construct increased gene transfer frequency to 337% of WT (SD = 2%, *n* = 3, ANOVA *p* value =<0.001), presumably due to increased copy number of the plasmid borne *gafA*, whereas both mutated promoter constructs were significantly impaired for gene transfer (10–22% of WT, *n* = 3, ANOVA *p* value = < 0.001).

**Fig. 4:**
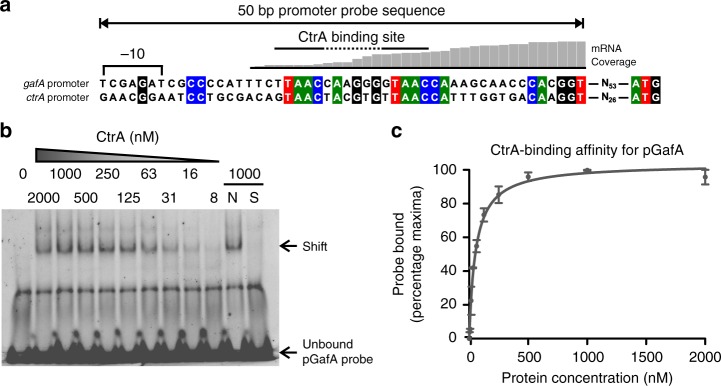
CtrA binding to the *gafA* promoter. **a** Alignment of the DNA probe sequences containing CtrA-binding sites that were used for EMSAs (double headed arrow). CtrA binding sites are annotated with half sites represented by solid lines and the spacer sequence as a dashed line. The predicted Shine Delgarno −10 site is annotated. mRNA transcript coverage for the *gafA* promoter, obtained from RNAseq data, is shown as a histogram above the alignment. **b** EMSA band shift of Cy5-labelled *gafA* promoter DNA incubated with the protein concentrations specified. The lane labelled N contained 500-fold excess of an unlabelled non-specific competitor and S contained 500-fold excess of an unlabelled specific competitor. **c** Quantification of two independent band shifts of CtrA vs. the *gafA* promoter. Error bars are standard deviation, *n* = 2. Source data are provided as a Source Data file

### The quorum-sensing regulator GtaR binds the *gafA* promoter

CtrA is evidently important for GafA production, however, it is unlikely to be the only regulator acting on *gafA*. CtrA is expressed throughout all growth stages, whereas RcGTA are only produced in stationary phase^5,29^, and its expression is homogenous in wild-type cells^30^, whereas RcGTA are only produced by <1% of the population^6,19^. Moreover, overexpression of *ctrA* does not lead to a substantial increase in *gafA* transcription or RcGTA production (Figs. 2 and 3). The GtaI/R quorum-sensing system is also essential for RcGTA production^16,17,31^. Regulation by quorum-sensing would certainly allow *gafA* and RcGTA expression to be limited to stationary phase and heterogeneity of the response to homoserine lactone inducer signal could also be responsible for RcGTA phase variation^32–34^. Band shifts were carried out using the same *gafA* promoter region that contains the CtrA binding site (Fig. 4a) and purified GtaR. GtaR binding was detected at concentrations of 375 nM or above (Fig. 5). The only known binding site for GtaR is within its own promoter^16^ and no analogous sequence was detected in the 50 bp promoter fragment used here, which is not unexpected. Binding sites for quorum-sensing proteins are thought to be highly degenerate and thus difficult to predict; indeed Leung et al. (2013) reported that the best matches to the model GtaR binding site in *R. capsulatus* were not bound in vitro^16^. It is notable that GtaR binds to its own promoter at a location spanning the predicted -10 Shine Delgarno element and the transcription start site^16^, and the *gafA* promoter region bound by GtaR here contains the same promoter features (Fig. 4a).

**Fig. 5:**
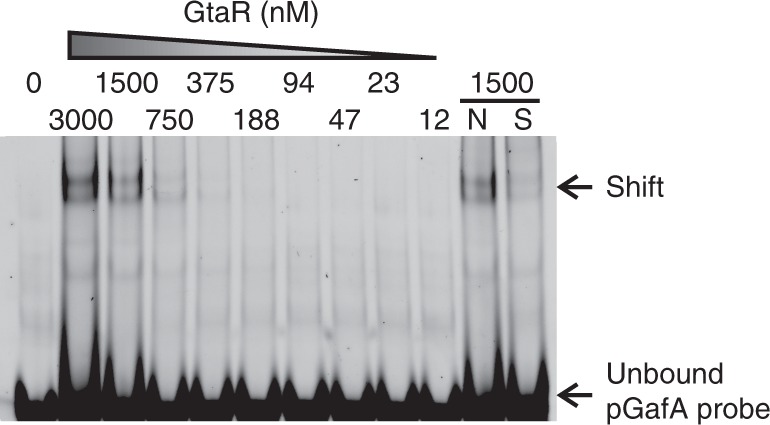
Binding of the GtaR quorum-sensing protein to the *gafA* promoter. EMSA band shift of Cy5-labelled *gafA* promoter DNA (see Fig. 4a) incubated with the protein concentrations specified. The lane labelled N contained 500-fold excess of an unlabelled non-specific competitor and S contained 500-fold excess of an unlabelled specific competitor. Source data are provided as a Source Data file

### GafA, but not CtrA, binds to the RcGTA promoter

The data presented so far suggest that GafA acts as a direct regulator of RcGTA expression and it is likely to bind to the promoter region of the structural gene cluster, hereafter referred to as the RcGTA promoter. The RcGTA promoter is not well characterized and no transcription factors have been identified that bind in this region. An EMSA was carried out with five overlapping 50 bp probes that were designed to cover the 174 bp region immediately upstream of RcGTA *g1* (Fig. 6a, b). GafA binding was only detected with one of the five probes (pGTA2, Fig. 6c) spanning the region 76–125 bp upstream of the RcGTA *g1* start codon (Fig. 6a). Titration of the GafA protein revealed detectable binding to pGTA2 with as low as 16 nM protein (Fig. 6d). Accurate estimation of the Kd was not possible because there were insufficient data points at full saturation, however, it is likely to be in the high nanomolar range. The pGTA2 promoter region contains the predicted -10 element and the transcription start site, which was confirmed by analysis of the raw RNAseq mRNA coverage (Fig. 6a). Binding of GafA to the region containing the −10 and TSS, together with phenotypic and qPCR data described above, strongly supports the hypothesis that GafA is a direct regulator of RcGTA at the transcriptional level, possibly as an alternative sigma factor. Mercer et al. (2014) reported a putative partner switching signalling pathway, comprising RbaV, RbaW and RbaY, that when disrupted had a moderate but significant effect on RcGTA production (<3-fold)^24^. RbaW was predicted to be an anti-sigma factor and extensive attempts were made to identify the cognate sigma factor, including deletion of all known sigma factors except RpoN and RpoD, none of which were found to interact with RbaW or affect expression of RcGTA. GafA had not been linked to RcGTA at that time and thus was not considered, but it is possible that GafA is the target of RbaW.

**Fig. 6:**
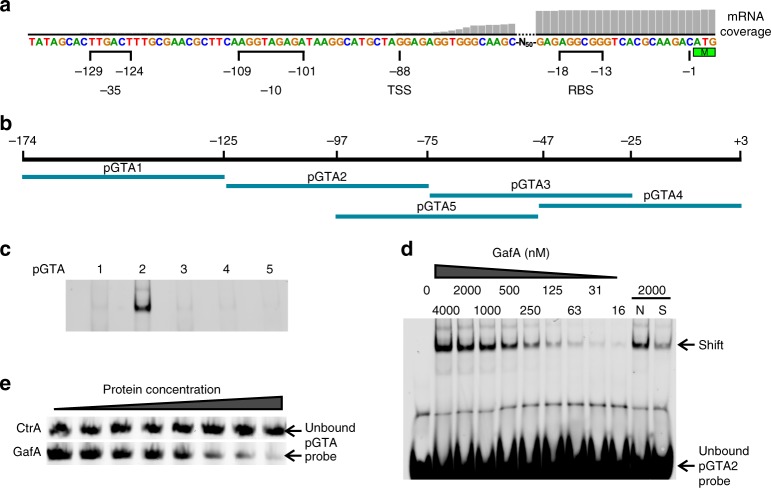
GafA binding to the RcGTA cluster promoter. **a** Map of the RcGTA structural gene cluster promoter indicating the predicted locations of the Shine Delgarno −10 and −35 sites, the ribosome-binding site (RBS), RcGTA *g1* start codon and transcription start site (TSS). mRNA transcript coverage, obtained from RNAseq data, is shown as a histogram. **b** Map of the overlapping 50 bp regions of the RcGTA promoter used as EMSA probes (pGTA1-5). **c** EMSA band shifts of Cy5-labelled pGTA1-5 vs. 2 µM GafA protein. **d** EMSA band shift of titrated GafA protein at the concentrations indicated versus Cy5-pGTA2. The lane labelled N contained 500-fold excess of an unlabelled non-specific competitor and S contained 500-fold excess of an unlabelled specific competitor. **e** Unshifted Cy5 labelled, 633 bp RcGTA promoter DNA after incubation with up to 4 µM of either CtrA or GafA. Source data are provided as a Source Data file

Meanwhile, no CtrA binding was detected to the full length RcGTA promoter (Fig. 6e), confirming that CtrA regulation is indirect. The data presented are the first evidence of a transcription factor activating a GTA promoter and for the first time a direct link has been established with core host regulatory pathways via CtrA and GtaR. Furthermore, GafA binds to its own promoter region (Supplementary Figure 6A) to positively auto-regulate its own expression (Fig. 3e) and to the lysis cassette promoter (Supplementary Figure 6B) to induce endolysin expression (Fig. 3d), indicating that GafA plays a critical role in both RcGTA production and subsequent release.

### GafA is a core component of an RcGTA-regulation model

The results presented here allow a model of RcGTA regulation to be constructed (Fig. 7). *Rhodobacter* RcGTA production begins in stationary growth phase, controlled by the quorum-sensing protein^16^. Once RcGTA production begins, unphosphorylated CtrA activates *gafA* expression; GafA then enhances its own expression, activates expression of the core GTA structural cluster and packaging of DNA into capsids. GTAs are normally produced in a small proportion of any given population^6,19,35^, however, in wild-type cells CtrA expression is more or less homogenous^30^ and simple overexpression of *ctrA* does not lead to high level expression of *gafA* (Fig. 2), which suggests that there are other unknown factors in play. There is no evidence that epigenetic factors, such methylation or DNA inversions, influence RcGTA production but heterogeneity in the quorum-sensing response is a possible explanation for RcGTA phase variation. Relative fitness has been implicated as a factor that induces Bartonella GTA (BaGTA)^35^, i.e. the fittest subpopulation spontaneously produce BaGTAs presumably to spread the most beneficial genes, but contradictory data has been reported for RcGTA suggesting that it is starvation that leads to production^18,27,36^. Subsequent to induction of the RcGTA structural genes, CtrA is phosphorylated by the DivL/CckA/ChpT phosphorelay^15^. CtrA-P activates expression of maturation and secondary structural proteins required for infectivity^15^. Finally, GafA binds to the endolysin promoter and induces CtrA-dependent cell lysis and RcGTA release.

**Fig. 7:**
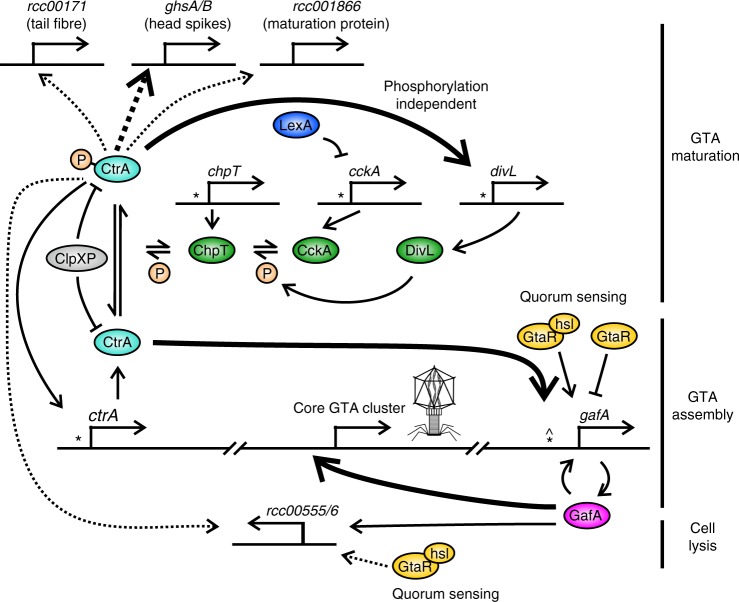
Model of RcGTA regulation. The interactions depicted are inferred from the data in this study, raw microarray data^16^ and published results^18,19,25,30^. Bent, perpendicular arrows represent promoters and are annotated with the proceeding gene name. CtrA (*) or GtaR (**^**) binding sites are labelled where known. Proteins are depicted as coloured ellipses with phosphate groups (P) in orange circles. Solid arrows indicate direct regulation, dashed arrows indicate indirect or unknown route of regulation and emboldened arrows indicate that the regulator is essential for target expression

Hynes et al.^22^ reported that GafA homologues are present throughout the Rhodobacterales, including in each of the confirmed GTA producers, and local synteny of GafA is broadly conserved i.e. it is usually flanked by lipoyl synthase (*lipA*) and GMP synthase (*gua1*) genes^22^. Overexpression of *gafA* homologues from two known GTA producers (*Ruegeria mobilis* & *Roseovarius nubinhibens*, Supplementary Figure 7) also led to increased GTA production (Supplementary Figure 8), demonstrating that activation of GTAs by GafA is not unique to *R. capsulatus*. Although GafA is present in various different species, its rate of evolution was reported to be faster than most components of the RcGTA genome, albeit only marginally so^22^. In general, all RcGTA genes tend to be evolving faster than core host genes and slower than comparable phage genes^22^. Beyond the Rhodobacterales, *gafA* homologues can be found in the Rhizobiales^37^, a bacterial order that includes plant and animal pathogens such as *Agrobacterium tumafaciens* and *Brucella abortus*. Rhizobiales *gafA* genes are usually share less than 25% homology with their Rhodobacterales counterparts^37^ or are split into two separate ORFs, for example in *A. tumafaciens* (NZ_ASXY01000077) each ORF product is homologous to the either the N-terminal DnaA DBD-like domain or C-terminal sigma factor-like domains.

GTAs are thought to be derived from ancient bacteriophage that have been hijacked by their host^22^, although the lack of significant matches to GTA genes in α-proteobacterial CRISPR spacer regions suggest that the hypothetical progenitor phage is extinct^37^. Several marine Roseophages, such as RDJLΦ1, contain several GTA-like structural genes as well as both GafA and its neighbour, rcc01866^22,38^, but they are separated by a single intervening gene with clear homology to CtrA^7^. The phage version of CtrA lacks the N-terminus, which contains the response regulator domain, but retains the transcriptional activator domain. The presence of homologues of essential RcGTA regulator and structural genes in a phage suggests that the relationship between these regulators and GTA production is ancient.

GTAs have the potential to drive bacterial evolution and genome plasticity, including the spread of virulence and AMR genes. Here, GafA is identified as the first direct activator of GTA expression to be reported for any species. The data allow the construction of a comprehensive model of RcGTA regulation that brings together the roles of the pleiotropic regulator CtrA, quorum sensing, the SOS response and a conserved phosphorelay chain. Furthermore, many aspects of GTA biology make them intractable for high throughput studies, but identification of direct activators of GTAs in widespread species could open up a new frontier in GTA research.

## Methods

### Bacterial strains

Two wild-type *Rhodobacter* strains were used – rifampicin resistant SB1003 (ATCC BAA-309) and rifampicin sensitive B10^39^. The RcGTA overproducer strain DE442 is of uncertain provenance but has been used in a number of RcGTA publications^19,40^. The *E. coli* S17-1 strain, which contains chromosomally integrated *tra* genes, was used as a donor for all conjugations. NEB 10-beta Competent *E. coli* (New England Biolabs, NEB) were used for standard cloning and plasmid maintenance; T7 Express Competent *E. coli* (NEB) were used for overexpression of proteins for purification. *Ruegeria mobilis* (DSM 23403), *Roseovarius nubinhibens* (DSM 15170) and *Ruegeria pomeroyi* (DSM 15171) are reported GTA producers that were all obtained from DSMZ. All bacterial strains or genetic constructs are securely stored locally and are available on request.

### Cloning

All oligonucleotides were obtained from IDT (Supplementary Table 4) and designed with an optimal annealing temperature of 60 °C when used with Q5 DNA Polymerase (NEB). All cloning reactions were carried out with either the In-Fusion Cloning Kit (CloneTech) or NEBuilder (NEB) to produce the constructs listed in Supplementary Table 5. In summary, destination plasmids were linearized using a single restriction enzyme (pCM66T (BamHI), pEHisTEV (NcoI) and pSRKBB (NdeI)) or by PCR (pETFPP_2 using primers CleF and CleR). Inserts were amplified using primers with 15 bp 5′ overhangs that have complementary sequence to the DNA with which it is to be recombined.

### Transformation

Plasmids were introduced into all species except *Rhodobacter* by transformation. *E. coli* was transformed by standard heat shock transformation^41^. For *Ruegeria* and *Roseovarius*, 200 ml cultures were washed three times in ice cold 10% glycerol (100 ml then 50 ml then 5 ml). 100 µl aliquots were mixed with 100 ng plasmid DNA and incubated on ice for 30 min. Electroporation was carried out in 2 mm electroporation cuvettes (Scientific Laboratory Supplies) at 2.5 kV, 25 µF and 100 Ω. 1 ml of marine broth was added and cells incubated at 30 °C for 4 h, then plated onto MB agar + 50 µg ml^−1^ kanamycin.

### Conjugation

One millilitre aliquots of overnight cultures of the *E. coli* S17-1 donor and *Rhodobacter* recipient strains were centrifuged at 5000 × *g* for 1 min, washed with 1 ml SM buffer, centrifuged again and resuspended in 100 µl SM buffer. Ten microlitres of concentrated donor and recipient cells were mixed and spotted onto YPS agar or spotted individually as negative controls. Plates were incubated o/n at 30 °C. Spots were scraped, suspended in 100 µl YPS broth and plated on YPS + 100 µg ml^−1^ rifampicin (counter-selection against *E. coli*) + 10 µg ml^−1^ kanamycin (plasmid selection). Plates were incubated o/n at 30 °C then restreaked onto fresh agar to obtain single colonies.

### Nucleic acid purification

One millilitre samples of relevant bacterial cultures were taken for each nucleic acid purification replicate. Generally, sampling occurred during stationary phase but for overexpression experiments samples were taken 6 h and 24 h after transition to anaerobic growth. Total DNA was purified according to the Purification of Nucleic Acids by Extraction with Phenol:Chloroform protocol^41^. In brief, cell pellets were resuspended in 567 µl TE buffer then 30 µl of 10% SDS and 3 µl of 10 mg ml^−1^ proteinase K were added. Cells were incubated at 37 °C for 1 h to allow complete lysis. 100 µl of 5 M NaCl was added to each tube and mixed thoroughly, before addition of 80 µl of 1% CTAB in 100 mM NaCl. The cell lysates were incubated at 65 °C for 10 min. Nucleic acids were purified by addition of an equal volume of Phenol:Chloroform:Isoamyl Alcohol (25:24:1, pH 8.0), vigorous mixing by inversion and centrifugation for 5 min at 14,000 × *g*. The upper aqueous layer containing DNA was carefully pipetted into a fresh tube and the phenol:chloroform:isoamyl alcohol step was repeated a further two times. Traces of phenol were removed by addition of an equal volume of chloroform, vigorous mixing by inversion and centrifugation for 5 min at 14,000 × *g*. The aqueous fraction was transferred to a fresh tube and nucleic acids were precipitated by addition of 0.6 volume of ice cold isopropanol, incubation at −20 °C for 1 h and centrifugation at 14,000 × *g* for 20 min. DNA pellets were washed with 70% ethanol, air dried for ~10 min and resuspended in 50–100 µl of TE buffer. RNA was removed by addition of 1 µl of 10 mg ml^−1^ RNase and incubation at 37 °C for 1 h. Total RNA was purified using the NucleoSpin RNA Kit (Macherey-Nagel) and DNAseI treated on column according to the recommended protocol. RNA was quantified using a Nanodrop spectrophotometer. 1 µg of total RNA was converted to cDNA using the LunaScript RT SuperMix Kit (NEB).

### RNAseq

Production of GTAs is thought to lead to cell death through packaging of host cell’s entire genome followed by lysis from within^18,19,42^. To inhibit lysis, cultures were grown in a high phosphate medium, RCV, to stationary phase where total RNA was isolated^18^. RNA yield was quantified and quality checked using a Nanodrop spectrophotometer and Aglient bioanalyser. Ribosomal RNA was removed from 1 µg good quality total RNA using the Ribo-Zero rRNA Removal Kit (Bacteria; Illumina). Libraries were then prepared from rRNA-depleted samples using the NEBNext RNA Ultra II Directional Library preparation kit for Illumina, with single 6 bp indices, according to the manufacturer’s guidelines for insert sizes of approximately 200–350 bp. Libraries were pooled at equimolar ratios, and the pool was sent for 2 × 150 base paired end sequencing on a HiSeq 3000 at the University of Leeds Next Generation Sequencing Facility.

Abundance of transcripts were compared between the wild-type *R. capsulatus* strain SB1003 (*n* = 4), a GTA hyperproducer DE442 (*n* = 4) and a DE442 culture that had been passaged three times (*n* = 4). Reads were quality checked and trimmed using FastQC version 11.0.5^43^ and Cutadapt version 1.8.3^44^, respectively. Kallisto version 0.43.1^45^ was used to pseudo-align reads to the *R. capsulatus* SB1003 reference transcriptome, and to quantify gene expression. Differential expression analysis was performed using Sleuth version 0.29.0^46^. A full linear model containing strain, passage and sequencing batch was fit to the data. In order to look at the effect of strain, the full model was compared to a reduced model based only on passage and batch. The effect size of the test variable, i.e. strain DE442 vs SB1003, was calculated using the Wald test to give the beta value (b), based on fitting a linear model to the data, in log2 units. The se_b value is the standard error. The q-value (qval) is the p-value adjusted by false discovery rate, where the p-value was calculated using the likelihood ratio test (LRT) in Sleuth. RNAseq data was submitted to the GEO database with the record ID GSE118116 - Comparison of the expression profiles of wild-type *Rhodobacter capsulatus* and a GTA hyperproducer (DE442) by RNAseq.

### Gene knockouts

Knockouts were created by RcGTA transfer. pCM66T plasmid constructs were created with a gentamicin resistance cassette flanked by 500–1000 bp of DNA from either side of the target gene. Assembly was achieved by a one-step, four component NEBuilder (NEB) reaction and transformation into NEB 10-beta cells. Deletion constructs were introduced into the RcGTA hyperproducer strain by conjugation and a standard GTA bio-assay was carried out to replace the intact chromosomal gene with the deleted version.

### GafA Overexpression in *Rhodobacter*

Gene overexpression in *Rhodobacter* was achieved by a transcriptional fusion of the genes of interest to the *puf* photosynthesis promoter^19^. Growth and general strain maintenance of *Rhodobacter* strains containing overexpression plasmids was carried out at 30 °C under aerobic, chemotrophic growth conditions where transcription from the *puf* promoter is strongly repressed. To produce overexpression conditions 12 ml cultures were grown to stationary phase aerobically, mixed 1:1 with fresh media and immediately transferred to 23 ml sealed tubes. Cultures were then incubated at 30 °C with illumination to induce *puf* promoter activity.

### *Rhodobacter* gene transfer assays

In *Rhodobacter*, the assays were carried out essentially as defined by Leung and Beatty (2013)^47^. RcGTA donor cultures were grown anaerobically with illumination in YPS for ~72 h and recipient cultures were grown aerobically in RCV for ~24 h. For overexpression experiments, donor cultures were first grown aerobically to stationary phase then anaerobically for 6 h or 24 h. Cells were cleared from donor cultures by centrifugation and the supernatant filtered through a 0.45 µm syringe filter. Recipient cells were concentrated 3-fold by centrifugation at 5000 × *g* for 5 min and resuspension in 1/3 volume G-Buffer (10 mM Tris-HCl (pH 7.8), 1 mM MgCl_2_, 1 mM CaCl_2_, 1 mM NaCl, 0.5 mg ml^−1^ BSA). Reactions were carried out in polystyrene culture tubes (Starlab) containing 400 µl G-Buffer, 100 µl recipient cells and 100 µl filter donor supernatant, then incubated at 30 °C for 1 h. A 900 µl volume of YPS was added to each tube and incubated for a further 3 h. Cells were harvested by centrifugation at 5000 × *g* and plated on YPS + 100 µg ml^−1^ rifampicin (for standard GTA assays) or 3 µg ml^−1^ gentamicin (for gene knockouts).

### Quantitative reverse transcriptase PCR

For each cDNA template, a 50-fold dilution was prepared in distilled water and 1 µl of diluted template was used per reaction. Reactions contained Fast Sybr Green Mastermix (Applied Biosystems), cDNA and primers (500 nM). Standard conditions were used with an annealing temperature of 60 °C. All primer efficiencies were calculated as between 90 and 110%. Relative gene expression was determined using the ΔΔCt method^48^. For each sample, variance was calculated for three independent biological replicates, which were each the mean of three technical replicates. QuantStudio 3 Real-Time PCR System was used for all experiments (Applied Biosystems).

### Protein purification

For His6-tagged proteins, 500 ml cultures of *E. coli* containing the relevant expression plasmid were induced at mid-exponential growth phase with 0.2 mM IPTG overnight at 20 °C. Concentrated cells were lysed in 20 ml binding buffer (1 M NaCl, 75 mM Tris; pH 7.75) plus 0.2 mg ml^−1^ lysozyme and 500 U Basemuncher Endonuclease (Expedeon Ltd.) for 30 min on ice and then sonicated. Cleared supernatant was applied to a 5 ml HisTrap FF crude column (GE Healthcare) and the bound, his-tagged protein was eluted with 125 mM imidazole. Eluted protein was desalted on a HiPrep 26/10 desalting column (GE Healthcare) and then further separated by size exclusion chromatography on a HiLoad 16/60 Superdex 200 preparative grade gel filtration column. All chromatography steps were carried out on an AKTA Prime instrument (GE Healthcare). Purified proteins were concentrated in a Spin-X UF Centrifugal Concentrator (Corning) and quantified by the nanodrop extinction co-efficient method (Thermo Scientific). Samples were stored at −80 °C in binding buffer plus 50% glycerol. MBP-tagged proteins were purified as above except the cells were induced with 1 mM IPTG, MBP binding buffer was used (200 mM NaCl, 20 mM Tris, 1 mM EDTA; pH 7.4), the lysate was applied to a 5 ml MBPTrap FF column (GE Healthcare) and purified protein was eluted with 10 mM maltose in MBP binding buffer.

### Electrophoretic motility shift assays (EMSA)

For all 50 bp binding substrates, 50 base Cy5 5′-labelled oligos (IDT) were annealed to unlabelled complimentary oligos (IDT). Both oligos were mixed to a final concentration of 40 µM in annealing buffer (1 M Potassium Acetate, 300 mM HEPES; pH 7.5) and heated to 98 °C for 5 min then allowed to cool to room temperature. 10 µl EMSA mixtures contained 80 nM annealed Cy5-dsDNA, GntR DNA binding buffer (25 mM HEPES, 50 mM K-glutamate, 50 mM MgSO_4_, 1 mM dithiothreitol, 0.1 mM EDTA, 0.05% Triton X-100; pH 8.0)^49^ for all assays except those testing GtaR for which a modification of the published GtaR binding buffer was used (10 mM HEPES, 40 mM NaCl; pH 8)^16^, 1 µg poly dI:dC, 4% glycerol and the specified concentrations of purified protein^50^. 500-fold excess of competitor DNA was added to control mixtures – specific competitor was unlabelled but otherwise identical to the binding substrate and the non-specific competitor was an unlabelled 50 bp annealed oligo matching an arbitrary location elsewhere in the *R. capsulatus* genome. All assays except GtaR were incubated for 15 min at 30 °C then immediately loaded onto a 5% Acrylamide gel (1× TBE) without loading dye. GtaR assays were incubated at 37 °C for 30 minutes^16^. Gels were run at 100 V for 1 h at room temperature in 1× TBE. Fluorescence was imaged using a Typhoon Biomolecular Imager (Amersham) and analysed using ImageQuant (Amersham) and FIJI^51^ software. For the full length RcGTA promoter (pGTA), a 5′ Cy5-labelled oligo was used to create a 633 bp PCR product. The pGTA DNA was used under the same conditions as the annealed oligos, except the concentration was 2 ng µl^−1^, reactions were run at 100 V for 4 h at 4 °C. Non-fluorescent reactions used 100 ng of unlabelled PCR products as binding substrates and were run on 1% high resolution MicroSieve 3:1 Agarose (Cambridge Reagents) in 1× TBE at 100 V for 2 h. Gels were stained with Sybr Safe (Invitrogen) and imaged on a GelDoc transilluminator (BioRad).

### *Ruegeria/Roseovarius* gene transfer assays

Assays were carried out as originally reported in Biers et al.^52^. In brief, spontaneous rifampicin or streptomycin resistant colonies were isolated by plating onto selective MB agar. Cultures were grown in ½YTSS medium for 5 days, static and without illumination. For co-culture experiments, a rifampicin resistant strain was grown together with a streptomycin resistant strain then plated on marine broth agar with both antibiotics to assess transfer of resistance. For in vitro assays, resistant strains were grown separately for 5 days and filtered through a 0.45 µm syringe filter. The filtered supernatant was then added to antibiotic sensitive cells, shaken at 200 rpm for 1 h in the dark and plated on marine broth agar containing the relevant antibiotics. The *gafA* homologues were cloned into pSRKBB to produce pCMF195 & 6 (Supplementary Table 5); *gafA* expression was induced from the lac’ promoter by addition of 1 mM IPTG when growth had reached late logarithmic phase (OD_600_: ~0.8–1.0).

### Bioinformatics

Helix turn helix predictions were carried out using NPS@^53,54^ and Gym2.0^55^ using the default settings. HHPRED^56,57^ analysis of GafA was carried out using the pdb_mmcif70_5_oct database and the default parameters i.e. HHBlits uniprot20_2016_02 MSA generation method, maximal generation steps = 3 and an E-value threshold of 1e-3. Minimum coverage was 20%, minimum sequence identity was 0%. Secondary structure scoring was done during alignment (local). Initial full length protein query was refined and resubmitted according to the automatic suggestions provided by the software for the two respective domains. The NCBI BlastP search for GafA homologues was performed with the default parameters - expect threshold = 10, word size = 6, blosum62 similarity matrix, gap costs of existence = 11 and extension = 1. No taxonomic constraints were applied but sequences from uncultured/environmental samples were excluded. The top ten hits belonging to different species were arbitrarily selected for analysis irrespective of alignment score, the most distant match used (*Sulfitobacter spp*.) produced a score of 377 and an *E* value of 6e-126 from 100% coverage and 55% sequence identity. Promoter sequences for each protein were then identified in the nucleotide database for each sequence. Promoter −10/−35 elements were predicted with BPROM^58^. FIJI software^51^ was used to measure band intensities in EMSA experiments with the Gel Analyzer plug in, ClustalW2^59^ and ClustalΩ^60^ were used for DNA/protein alignments as indicated in the figure legends, Jalview^61^ was used to visualize alignments. Transcript abundance was visualised using the Broad Institute’s IGV viewer^62^. Statistical analysis was carried out using Sigmaplot software version 13 (Systat Software Inc., www.systatsoftware.com.) and, for each use, the test parameters are indicated in the text and/or figure legends. The Sigmaplot Ligand Binding macro was also used to calculate dissociation constants (kD) from EMSA band intensities.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data file

## Data Availability

All the data needed to evaluate the conclusions of the paper are present in the paper and the Supplementary Information files. Source data for all graphs and gel images are provided as a Source Data file. The complete RNAseq data was submitted to the NCBI Gene Expression Omnibus (GEO) Database, accession number GSE118116 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118116].

# Supplementary material for: Identification and characterization of a direct activator of a gene transfer agent
**Source:** Nat Commun. 2019 Feb 5;10:595. doi: 10.1038/s41467-019-08526-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Title: Identification and characterization of a direct activator of a gene transfer agent.

Author: Paul C.M. Fogg¹.

Supplementary Tables 1-5

Supplementary Figures 1-8

Supplementary Table 1. Upregulated genes in the RcGTA hyperproducer, DE442. List of all genes identified in the RNAseq data with a beta value (b) of 2.0 or greater, ranked from largest magnitude to lowest. Beta is the effect size of the test variable in log2 units and se_b value is the standard error. The q-value (qval) is the p-value adjusted by false discovery rate.

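Besides the RcGTA genes, Supplementary Table 1 holds many genes for ribosomal proteins, flagella and ATP synthase. By locus tag, it lists 24 of 54 ribosomal protein genes, 21 of 39 genes of flagella and motility and 5 of 10 ATP synthase genes, chosen by the study on these samples. The 152 entries carry 150 locus tags, since *rcc00290* and *rcc03483* are each listed more than once, with a different product and b each time. The authors' deposited table has 152 genes with b of 2 or more, and the 150 tags were looked up here. The study chose its genes by b, the log2 fold change over S05 to S08, so a 4-fold rise over S05 to S08 was given in advance. All 150 also had an adjusted p under 0.05 from limma over S05 to S08. Over all 8 DE442 libraries, which include S05 to S08, 140 were higher. Over S09 to S12, 132 were higher against the same SB1003 libraries. The 10 genes that did not pass over all 8 are *tsf* and *tuf2*, for translation elongation factors, *rplJ*, *rplQ* and *rplY*, for ribosomal proteins, *rpoC*, *atpE*, *bztA*, *rcc01184* and *rcc01369*. Among all 54 ribosomal protein genes, 37 were higher and 3 lower over S05 to S08, and 29 were higher and 8 lower over all 8 (33 and 9 when adjusted over the list alone). Over S09 to S12, 23 were higher and 11 lower. The adjusted p of this list over all 8 was 1.3e-06 from camera, 0.612 with an estimated correlation and 0.0495 from fry. *RpsR* and *rplV*, for proteins S18 and L22, had log2 fold changes of 3.97 and 3.55 over S05 to S08 and of 3.17 and 3.08 over all 8. *RpsT*, for protein S20, fell over both sets (-1.74 and -2.03), and *rpmJ*, for protein L36, was lower over all 8 (-2.53, adjusted p = 0.0128 from limma) and did not pass over S05 to S08 (-1.93, adjusted p = 0.0661) or without S02 (-2.26, adjusted p = 0.0555, range 3.5e-05 to 0.0661). Of the ATP synthase genes, 7 were higher and 0 lower over S05 to S08, and 5 were higher and 0 lower over all 8 (6 and 1 when adjusted over the list alone). This list's adjusted p over all 8 was 0.0496 from camera, 0.574 with an estimated correlation and 0.0495 from fry. Over S09 to S12, 3 of the 10 were higher and 0 lower, and the list's adjusted p was 0.108 from camera and 0.755 with an estimated correlation. *AtpX* and *atpF*, for the B' and B subunits, had log2 fold changes of 3.07 and 2.76 over S05 to S08 and of 2.15 and 1.74 over all 8, and *atpF* did not pass over S09 to S12 (0.71, adjusted p = 0.113), with close pairs averaged (0.111) or without S01, S02, S04, S05 or S06, with adjusted p from 2.5e-05 to 0.113 over all settings.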

<i>name</i>	<i>Product</i>	<i>qval</i>	<i>b</i>	<i>se_b</i>
RCAP_rcc01687	phage major capsid protein; HK97 family	2.91E-65	8.61	0.49
RCAP_rcc02623	conserved hypothetical protein	5.70E-35	7.82	0.61
RCAP_rcc01688	phage conserved hypothetical protein	4.51E-32	7.68	0.63
RCAP_rcc01686	phage prohead protease; HK97 family	2.58E-41	7.54	0.54
RCAP_rcc01079	conserved hypothetical protein	1.03E-50	7.14	0.46
RCAP_rcc01080	conserved hypothetical protein	6.51E-47	7.04	0.48
RCAP_rcc01684	phage portal protein; HK97 family	2.20E-26	6.88	0.62
RCAP_rcc01691	phage major tail protein; TP901-1 family	1.32E-13	6.70	0.84
RCAP_rcc01689	phage conserved hypothetical protein	9.34E-15	6.63	0.80
RCAP_rcc02622	pyridoxamine 5'-phosphate oxidase family protein	2.90E-46	6.18	0.42
RCAP_rcc00171	conserved hypothetical protein	1.19E-40	6.02	0.44
RCAP_rcc01683	terminase-like family protein	1.20E-23	5.87	0.56
RCAP_rcc01690	conserved hypothetical protein	1.33E-08	5.72	0.92
RCAP_rcc01865	conserved hypothetical protein	2.51E-35	5.67	0.44
RCAP_rcc01695	phage conserved hypothetical protein	3.31E-07	5.64	1.00
RCAP_rcc00556	conserved hypothetical protein	6.11E-27	5.48	0.49
RCAP_rcc01682	conserved hypothetical protein	2.61E-04	5.36	1.28
RCAP_rcc01698	phage conserved hypothetical protein	7.52E-11	5.12	0.73
RCAP_rcc01866	conserved hypothetical protein	8.94E-50	5.10	0.33
RCAP_rcc01697	phage cell wall peptidase; NlpC/P60 family	2.91E-16	5.09	0.58
RCAP_rcc00555	protein of unknown function DUF847	1.31E-12	5.08	0.66
RCAP_rcc01692	conserved hypothetical protein	1.84E-08	5.08	0.82
RCAP_rcc01685	conserved hypothetical protein	1.62E-05	5.00	1.03
RCAP_rcc01699	conserved hypothetical protein	1.68E-13	4.79	0.60
RCAP_rcc01693	phage conserved hypothetical protein	1.05E-07	4.75	0.81
RCAP_rcc00203	conserved domain protein	6.56E-06	4.36	0.86
RCAP_rcc01694	phage conserved hypothetical protein	4.30E-06	4.34	0.84
RCAP_rcc01696	phage conserved hypothetical protein	8.78E-06	4.27	0.86
RCAP_rcc01701	phospholipid/glycerol acyltransferase	1.01E-11	4.07	0.55
RCAP_rcc02010	30S ribosomal protein S18, RpsR	1.37E-12	3.97	0.52
RCAP_rcc01700	serine O-acetyltransferase-1, CysE1	6.96E-09	3.84	0.60
RCAP_rcc02478	chaperonin GroL	8.43E-13	3.80	0.49
RCAP_rcc00202	ribonuclease HII, RnhB	4.34E-20	3.75	0.39
RCAP_rcc02804	conserved hypothetical protein	3.42E-14	3.73	0.46
RCAP_rcc03512	flagellar basal body-associated protein, FliL2	3.43E-18	3.65	0.40
RCAP_rcc03513	flagellar L-ring protein, FlgH	3.28E-15	3.58	0.42
RCAP_rcc00304	50S ribosomal protein L22, RplV	2.66E-09	3.55	0.55
RCAP_rcc03518	flagellar hook-basal body complex protein, FliE	8.04E-06	3.55	0.71
RCAP_rcc03519	flagellar basal-body rod protein, FlgC	5.11E-06	3.54	0.69
RCAP_rcc03516	flagellar basal-body rod protein, FlgF	1.03E-08	3.48	0.55
RCAP_rcc00367	30S ribosomal protein S16, RpsP	4.86E-19	3.42	0.36
RCAP_rcc01849	protein of unknown function DUF1457	5.42E-09	3.29	0.51
RCAP_rcc00204	conserved hypothetical protein	2.14E-15	3.29	0.39
RCAP_rcc03515	flagellar basal-body rod protein, FlgG	8.95E-14	3.28	0.41
RCAP_rcc03517	flagellar biosynthetic protein, FliQ	3.47E-05	3.25	0.69
RCAP_rcc00317	30S ribosomal protein S5, RpsE	5.44E-09	3.23	0.51
RCAP_rcc00299	50S ribosomal protein L3, RplC	3.03E-14	3.20	0.39
RCAP_rcc00290	50S ribosomal protein L9, RplI	2.35E-10	3.16	0.46
RCAP_rcc00318	50S ribosomal protein L30, RpmD	9.43E-08	3.09	0.53
RCAP_rcc00303	30S ribosomal protein S19, RpsS	3.59E-08	3.07	0.51
RCAP_rcc00490	5,10-methylenetetrahydrofolate reductase, MetF	2.99E-11	3.07	0.43
RCAP_rcc00743	ATP synthase FO B' subunit, AtpX	1.79E-11	3.07	0.42
RCAP_rcc02436	phosphopantetheine-binding domain protein	2.74E-17	3.04	0.34
RCAP_rcc03520	flagellar basal-body rod protein, FlgB	1.54E-05	3.04	0.63
RCAP_rcc00315	50S ribosomal protein L6, RplF	5.13E-16	3.03	0.35
RCAP_rcc00537	response regulator receiver protein	3.97E-05	2.99	0.64
RCAP_rcc00486	conserved domain protein	2.12E-13	2.98	0.38
RCAP_rcc00205	conserved hypothetical protein	1.67E-13	2.98	0.38
RCAP_rcc00284	polyribonucleotide nucleotidyltransferase, Pnp	9.19E-10	2.98	0.45
RCAP_rcc03514	flagella basal body P-ring formation protein, FlgA	9.17E-15	2.97	0.36

RCAP_rcc03483	flagellar protein export ATPase, FliI	6.46E-15	2.96	0.35
RCAP_rcc00314	30S ribosomal protein S8, RpsH	2.64E-20	2.96	0.30
RCAP_rcc02361	LexA repressor	4.03E-29	2.91	0.25
RCAP_rcc00300	50S ribosomal protein L4, RplD	1.26E-13	2.89	0.36
RCAP_rcc02011	30S ribosomal protein S6, RpsF	3.67E-12	2.88	0.38
RCAP_rcc02530	light-harvesting protein B-800/850 beta chain, PucB	1.08E-07	2.87	0.49
RCAP_rcc00042	PAS/PAC sensor domain protein	7.59E-04	2.86	0.73
RCAP_rcc00289	50S ribosomal protein L10, RplJ	1.24E-08	2.86	0.46
RCAP_rcc01896	transcriptional regulator; GntR family	2.37E-12	2.85	0.38
RCAP_rcc00305	30S ribosomal protein S3, RpsC	9.68E-07	2.85	0.52
RCAP_rcc01762	chemotaxis protein, CheY2	1.32E-06	2.83	0.53
RCAP_rcc01830	fructose-bisphosphate aldolase, Fba	1.56E-11	2.82	0.39
RCAP_rcc00290	50S ribosomal protein L7/L12, RplL	6.48E-07	2.79	0.51
RCAP_rcc00313	30S ribosomal protein S14, RpsN	7.42E-24	2.77	0.26
RCAP_rcc00744	ATP synthase FO B subunit, AtpF	9.33E-13	2.76	0.36
RCAP_rcc00306	50S ribosomal protein L16, RplP	8.48E-09	2.73	0.43
RCAP_rcc02251	membrane protein; putative	2.26E-07	2.73	0.48
RCAP_rcc00482	conserved hypothetical protein	4.67E-10	2.72	0.40
RCAP_rcc01761	conserved hypothetical protein	1.79E-06	2.70	0.51
RCAP_rcc02531	light-harvesting protein B-800/850 alpha chain, PucA	3.85E-06	2.69	0.52
RCAP_rcc01963	conserved hypothetical protein	6.99E-08	2.69	0.45
RCAP_rcc00316	50S ribosomal protein L18, RplR	4.16E-11	2.68	0.38
RCAP_rcc00287	50S ribosomal protein L11, RplK	1.01E-12	2.68	0.35
RCAP_rcc03480	flagellar motor switch protein, FliN	3.52E-03	2.65	0.76
RCAP_rcc00288	50S ribosomal protein L1, RplA	3.48E-12	2.63	0.35
RCAP_rcc00172	glycosyl transferase family protein	1.44E-08	2.60	0.42
RCAP_rcc01702	phosphatidate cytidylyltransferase-2, CdsA2	4.20E-05	2.60	0.56
RCAP_rcc00283	conserved hypothetical protein	3.07E-25	2.60	0.24
RCAP_rcc01363	2-isopropylmalate synthase, LeuA	1.25E-10	2.60	0.37
RCAP_rcc02067	methyltransferase; type 11 family	8.96E-11	2.58	0.37
RCAP_rcc03209	protein containing DUF484	3.68E-06	2.56	0.50
RCAP_rcc02165	ribonuclease E, Rne	2.04E-09	2.56	0.39
RCAP_rct00033	unknown	3.42E-07	2.55	0.45
RCAP_rcc01766	chemotaxis protein, CheY3	1.04E-05	2.54	0.51
RCAP_rcc03050	50S ribosomal protein L25, RplY	3.00E-09	2.50	0.39
RCAP_rcc02069	TPR repeat domain protein	2.26E-07	2.49	0.43
RCAP_rcc00007	flagellar hook protein, FlgE	1.22E-03	2.48	0.66
RCAP_rcc01623	transcriptional regulator; AraC family	8.43E-13	2.48	0.32
RCAP_rcc00499	conserved hypothetical protein	1.41E-04	2.46	0.56
RCAP_rcc03208	tyrosine recombinase, XerC	1.11E-04	2.45	0.56
RCAP_rcc01057	gas vesicle protein, GvpG	5.29E-11	2.44	0.34
RCAP_rcc03486	chemotaxis protein, MotA	1.21E-06	2.44	0.45
RCAP_rcc03482	flagellar M-ring protein, FliF	1.51E-10	2.42	0.35
RCAP_rcc00301	50S ribosomal protein L23, RplW	2.98E-09	2.41	0.37
RCAP_rcc00312	50S ribosomal protein L5, RplE	7.23E-29	2.40	0.21
RCAP_rcc03452	sensor histidine kinase/response regulator receiver protein	3.39E-12	2.39	0.32
RCAP_rcc01214	ketol-acid reductoisomerase, IlvC	2.08E-08	2.37	0.39
RCAP_rcc02437	cytochrome P450 family protein	9.13E-18	2.33	0.26
RCAP_rcc02980	conserved hypothetical protein	1.11E-11	2.32	0.32
RCAP_rcc00296	translation elongation factor G-1, FusA	1.66E-05	2.32	0.48
RCAP_rcc02591	surface presentation of antigens protein family	1.80E-05	2.31	0.48
RCAP_rcc01369	ABC transporter; periplasmic substrate-binding protein	2.62E-08	2.29	0.38
RCAP_rcc01867	protein of unknown function DUF853; NPT hydrolase putative	4.76E-08	2.29	0.38
RCAP_rcc01674	glutamine synthetase-3, GlnA3	2.11E-07	2.29	0.40
RCAP_rcc01940	hemolysin-type calcium-binding repeat family protein	9.32E-21	2.28	0.23
RCAP_rcc03479	flagellar biosynthetic protein, FliP	2.88E-04	2.28	0.55
RCAP_rcc00326	DNA-directed RNA polymerase alpha subunit, RpoA	9.39E-08	2.27	0.39
RCAP_rcc03485	conserved hypothetical protein	3.71E-05	2.23	0.48
RCAP_rcc00056	flagellar biosynthesis protein, FlhA	2.73E-08	2.23	0.37
RCAP_rcc00335	glutamate/aspartate ABC transporter; periplasmic glutamate/aspartate-binding protein, BztA	2.60E-05	2.21	0.47
RCAP_rcc03526	conserved hypothetical protein	4.39E-03	2.21	0.65
RCAP_rcc03483	flagellar basal body-associated protein, FliL1	8.35E-05	2.19	0.49
RCAP_rcc03113	conserved hypothetical protein	2.00E-03	2.19	0.60
RCAP_rcc00327	50S ribosomal protein L17, RplQ	7.90E-07	2.18	0.40
RCAP_rcc01405	hypothetical protein	3.83E-07	2.17	0.39
RCAP_rcc00742	ATP synthase FO C subunit, AtpE	4.23E-05	2.16	0.47
RCAP_rcc03524	flagellar FlaF family protein	5.13E-05	2.16	0.47
RCAP_rcc02597	hypothetical protein	3.43E-06	2.16	0.42
RCAP_rcc01138	conserved hypothetical protein	4.97E-13	2.15	0.28

RCAP_rcc01184	CsbD family protein	5.84E-09	2.14	0.34
RCAP_rcc00297	translation elongation factor Tu-2, Tuf2	1.42E-04	2.14	0.49
RCAP_rcc02971	ATP synthase F1 beta subunit, AtpD	3.10E-05	2.14	0.46
RCAP_rcc03484	conserved hypothetical protein	4.27E-03	2.13	0.63
RCAP_rcc01765	chemotaxis protein, CheA2	3.72E-04	2.12	0.52
RCAP_rcc00292	DNA-directed RNA polymerase beta' subunit, RpoC	1.93E-04	2.12	0.50
RCAP_rcc01763	chemotaxis protein methyltransferase, CheR3	4.87E-06	2.12	0.41
RCAP_rcc00048	metal dependent phosphohydrolase	5.40E-05	2.10	0.46
RCAP_rcc01703	pyruvate dehydrogenase complex; E2 component; dihydrolipoyllysine-residue acetyltransferase, PdhC	1.29E-06	2.10	0.39
RCAP_rcc03529	flagellar hook capping protein, FlgD	3.87E-04	2.08	0.51
RCAP_rcc00295	30S ribosomal protein S7, RpsG	4.32E-05	2.08	0.45
RCAP_rcc02609	ATP-dependent Clp protease; proteolytic subunit, ClpP	2.38E-04	2.08	0.49
RCAP_rcc03525	flagellin protein, FlaA	4.06E-03	2.06	0.60
RCAP_rcc03527	flagellar protein FlgJ; putative	7.15E-05	2.05	0.45
RCAP_rcc02972	ATP synthase F1; gamma subunit, AtpG	1.86E-07	2.04	0.35
RCAP_rcc01726	methyl-accepting chemotaxis protein, McpH	1.29E-07	2.04	0.35
RCAP_rcc00557	methionyl-tRNA synthetase, MetG	5.42E-09	2.02	0.32
RCAP_rcc03523	flagellin synthesis repressor protein FlbT; putative	8.86E-04	2.02	0.52
RCAP_rcc01221	conserved hypothetical protein	5.79E-09	2.01	0.32
RCAP_rcc02768	ubiquinol--cytochrome-c reductase; iron-sulfur subunit, PetA	6.48E-05	2.01	0.44
RCAP_rcc01822	translation elongation factor Ts, Tsf	4.43E-06	2.00	0.39
RCAP_rcc00720	succinyl-CoA synthetase (ADP-forming); beta subunit, SucC	1.13E-03	2.00	0.53
RCAP_rcc01240	cytochrome c2-1, CycA1	8.63E-06	2.00	0.40

Supplementary Table 2. Downregulated genes in the RcGTA hyperproducer, DE442. List of all genes identified in the RNAseq data with a beta value (b) of -2.0 or greater, ranked from lowest magnitude to largest. Beta is the effect size of the test variable in log2 units and se_b value is the standard error. The q-value (qval) is the p-value adjusted by false discovery rate.

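Genes for a macrolide efflux protein, 5-aminolevulinate synthase and a cytochrome c' were lower in DE442, and most plasmid genes were at or near 0. The 37 genes in Supplementary Table 2 were chosen by b, so their fall over S05 to S08 was given in advance. At an adjusted p under 0.05 from limma, 35 passed as lower over S05 to S08 and 33 over all 8 DE442 libraries. The 4 that did not pass over all 8 are *rcc02681*, *rcc01016*, *rcc02637* and *macB*. Chosen after their values were seen, *rcc01269*, of unknown function, had log2 fold changes of -4.52 over S05 to S08 and -5.15 over all 8, the largest falls on the chromosome, and *rcc00353*, for a putative membrane protein, of -4.49 and -4.20. Also chosen after their values were seen, *modA1*, for a molybdenum-binding protein, had log2 fold changes of -3.98 and -3.12, and *macA*, for a macrolide efflux protein, of -3.89 and -3.34. In the same way, *hemA*, for 5-aminolevulinate synthase, had log2 fold changes of -3.17 and -2.91, and *rcc02682*, for the cytochrome c', of -3.04 and -3.02. *InfA*, for translation initiation factor IF-1, fell from 5342 ± 1818 (SD, n = 4) in SB1003 to 1570 ± 1196 (SD, n = 4) in S05 to S08 and 1124 ± 930 (SD, n = 8) in all DE442 libraries. *ClpS*, for an adaptor of the Clp protease, had log2 fold changes of -2.33 and -2.46. The table holds 3 plasmid genes, *rcp00036*, *rcp00062* and *rcp00122*, and 147 of the 153 plasmid genes have no b in the authors' deposited table. Of 152 plasmid genes tested, 150 were lower over S05 to S08 and over all 8, also when adjusted over the list alone, and the list's adjusted p was 5.8e-07 with an estimated correlation. Between 120 and 129 of the 153 plasmid genes were listed at 0 in each DE442 library, and 0 in each SB1003 library. *MadM* (*rcp00122*) averaged 103977 ± 60091 (SD, n = 4) in SB1003, 34.9 ± 17.6 (SD, n = 4) in S05 to S08 and 25.3 ± 15.8 (SD, n = 8) in all DE442 libraries. *NosZ*, for nitrous oxide reductase, averaged 10035 ± 6852 (SD, n = 4), 3.54 ± 3.19 (SD, n = 4) and 2.64 ± 2.34 (SD, n = 8) in the same libraries. The 2 plasmid genes tested that were not lower are *gap4* and *rcp00087*, named after their values were seen, which averaged 639 and 306 in SB1003 and 728 and 360 in DE442.

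**Figure D3:**
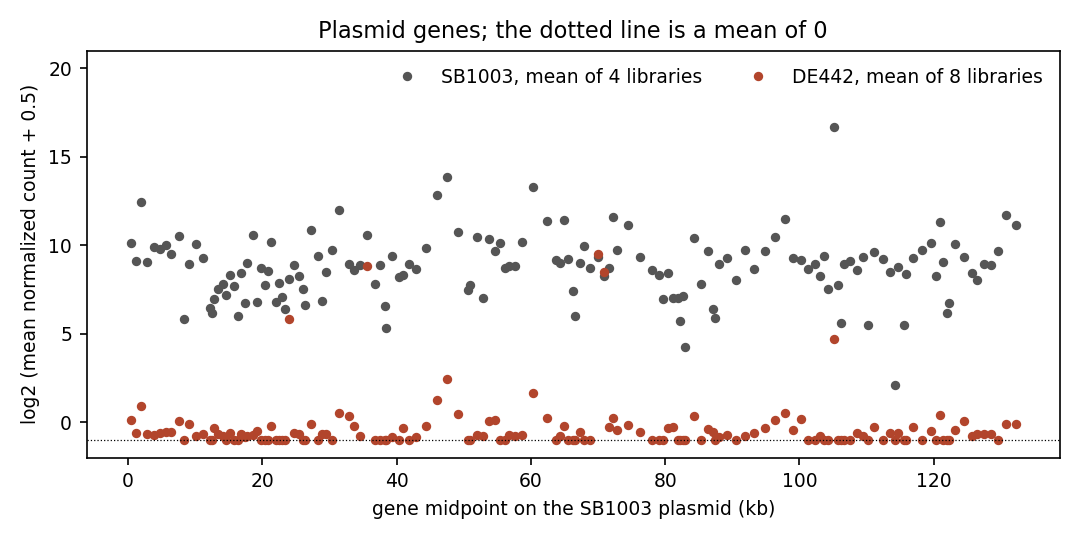
Mean normalized estimated count of each of 153 plasmid genes on a log2 axis (mean + 0.5) against the gene's midpoint on the SB1003 plasmid record in kb, for SB1003 (4 libraries) and DE442 (8 libraries). Means of 0 lie on the dotted line, and 4 plasmid genes average 40 or more in DE442.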

<i>name</i>	<i>product</i>	<i>qval</i>	<i>b</i>	<i>se_b</i>
RCAP_rcc01871	acyl carrier protein-2, AcpP2	2.03E-06	-2.05	0.39
RCAP_rcc01016	Unknown		-2.06	
RCAP_rcc02566	reverse transcriptase catalytic domain protein	1.45E-05	-2.07	0.42
RCAP_rcc02637	RNA polymerase sigma factor%2C sigma-70 family%2C ECF subfamily	1.85E-01	-2.07	1.18
RCAP_rcc02550	translation initiation factor IF-1, InfA	1.20E-03	-2.11	0.56
RCAP_rcc03248	metallophosphoesterase family protein	8.81E-08	-2.12	0.36
RCAP_rcc00559	phosphatidylethanolamine N-methyltransferase, PmtA	2.40E-07	-2.13	0.37
RCAP_rcc02871	glycolate dehydrogenase subunit, GlcD	8.33E-07	-2.16	0.40
RCAP_rcp00036	unknown	2.94E-10	-2.17	0.32
RCAP_rcc00028	isopentenyl-diphosphate delta-isomerase-1, Idi1	4.51E-06	-2.25	0.44
RCAP_rcc00274	protein of unknown function DUF1674	1.67E-07	-2.25	0.39
RCAP_rcc03431	branched-chain amino acid ABC transporter, periplasmic branched-chain amino acid binding protein, LivK2	1.02E-05	-2.26	0.46
RCAP_rcc01020	diguanylate cyclase/phosphodiesterase family protein	7.49E-15	-2.27	0.27
RCAP_rcc01888	conserved hypothetical protein	3.27E-03	-2.31	0.66
RCAP_rcc03112	conserved hypothetical protein	1.74E-04	-2.31	0.54
RCAP_rcc01038	conserved domain protein	2.31E-06	-2.31	0.44
RCAP_rcc01167	ATP-dependent Clp protease adaptor protein, ClpS	3.20E-07	-2.33	0.41
RCAP_rcc03428	branched-chain amino acid ABC transporter/permease protein, LivH3	7.98E-10	-2.34	0.35
RCAP_rcc02151	methyl-accepting chemotaxis sensory transducer	3.56E-17	-2.36	0.26
RCAP_rcc00357	macrolide export ABC transporter, ATP-binding/permease protein, MacB	8.87E-05	-2.41	0.54
RCAP_rct00010	unknown	4.55E-09	-2.43	0.38
RCAP_rcc02811	RNA polymerase sigma-32 factor-2, RpoH2	5.23E-05	-2.55	0.56
RCAP_rcc01035	conserved domain protein	1.77E-08	-2.56	0.41
RCAP_rcc02681	cytochrome b561 family protein	9.85E-03	-2.97	0.95
RCAP_rcc00524	glyoxylate reductase-1, GyaR1	2.11E-07	-3.02	0.53
RCAP_rcc02682	cytochrome c'	1.98E-08	-3.04	0.49
RCAP_rcc01037	conserved domain protein	8.97E-18	-3.05	0.33
RCAP_rcc02323	hypothetical protein	1.84E-08	-3.07	0.50
RCAP_rcc01447	5-aminolevulinate synthase, HemA	6.53E-12	-3.17	0.43
RCAP_rcc02638	calcium-binding EF-hand domain protein	3.06E-03	-3.22	0.92
RCAP_rcc02367	calcium-binding protein	2.87E-07	-3.43	0.60
RCAP_rcc00358	macrolide export ABC transporter, macrolide-specific efflux protein, MacA	9.80E-13	-3.89	0.51
RCAP_rcc00562	molybdenum ABC transporter, periplasmic molybdenum-binding protein, ModA1	1.63E-65	-3.98	0.23
RCAP_rcc00353	membrane protein%2C putative	8.04E-06	-4.49	0.90
RCAP_rcc01269	conserved domain protein	4.90E-24	-4.52	0.43
RCAP_rcp00062	unknown	8.69E-94	-10.99	0.52
(Plasmid)				
RCAP_rcp00122	malonate transporter subunit, MadM	1.66E-86	-11.39	0.57
(Plasmid)				

Supplementary Table 3. Abundance of RcGTA-related transcripts in the RcGTA hyper producer. 29 upregulated genes in DE442 have a b-value of 4 or above, and contain all of the genes from the core RcGTA gene cluster (dark blue), known RcGTA genes from elsewhere in the genome (light blue). Hypothetical proteins are unshaded and *gafA* is highlighted in orange. In grey are genes known to be involved in RcGTA production/receipt or the CtrA regulon. Abundance was ranked based on the beta value and the rank of each gene in the entire dataset is provided. Beta is the effect size of the test variable in log2 units and se_b value is the standard error. The q-value (qval) is the p-value adjusted by false discovery rate.

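Of the competence and quorum sensing genes marked in this group, *gtaI* and *rcc02362* passed the test as lower over all 8 DE442 libraries, and neither did in every other setting. *ComM* (*rcc00460*), for a competence protein, had a log2 fold change of 0.35 over S05 to S08 (standard error 0.22, adjusted p = 0.254 from limma) and 0.14 over all 8 DE442 libraries (standard error 0.22, adjusted p = 0.659). The gene listed for the DNA protecting protein (*rcc03098*) had log2 fold changes of 0.05 and -0.25 (adjusted p = 0.946 and 0.722), and *radC* (*rcc00222*) of -0.04 and -0.20 (adjusted p = 0.933 and 0.638). The competence gene *rcc02362* had log2 fold changes of -0.59 over S05 to S08 (adjusted p = 0.0957) and -0.74 over all 8 (adjusted p = 0.0270 from limma). It did not pass with close pairs averaged (-0.67) or without S02, S03, S04 or S11, with adjusted p from 0.000520 to 0.124 over all settings. Of 6 genes for competence and DNA uptake, 0 were higher over either set of libraries and 1 was lower over all 8, also when adjusted over the list alone. The adjusted p of the competence list was 0.814 from camera and 0.906 with an estimated correlation. *GtaI* (*rcc00329*), for the synthesis of the quorum sensing signal, averaged 1012 ± 184 (SD, n = 4) in S05 to S08, 756 ± 301 (SD, n = 8) in all DE442 libraries and 1534 ± 372 (SD, n = 4) in SB1003. Its log2 fold change was -0.58 over S05 to S08 (adjusted p = 0.0506 from limma) and -1.09 over all 8 (adjusted p = 0.0147), and it did not pass without S03 (0.0578) or S04 (0.0553), within a range of 1.7e-05 to 0.0578. *GtaR* (*rcc00328*), for the regulator that responds to this signal, had log2 fold changes of 0.26 and 0.15 (adjusted p = 0.394 and 0.619). With these 2 quorum sensing genes as a list, 0 were higher and 1 lower over all 8, also when adjusted over the list alone, with an adjusted p of 0.702 from camera and 0.825 with an estimated correlation. The diguanylate cyclase gene *rcc00645* had log2 fold changes of -0.06 and -0.36 (adjusted p = 0.903 and 0.442), and of the other settings only 2 residual components called it lower (0.0311). Of the 44 genes in Supplementary Table 3, 32 were higher and 0 lower over S05 to S08, and 33 were higher and 2 lower over all 8. The table lists 29 of them for a b of 4 or more, which is the log2 fold change over S05 to S08.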

RANK	NAME	PRODUCT	QVAL	B	SE_B
1	RCAP_rcc01687	GTA major capsid protein	2.91E-65	8.61	0.49
2	RCAP_rcc02623	Conserved hypothetical protein	5.70E-35	7.82	0.61
3	RCAP_rcc01688	GTA hypothetical protein	4.51E-32	7.68	0.63
4	RCAP_rcc01686	GTA prohead protease	2.58E-41	7.54	0.54
5	RCAP_rcc01079	GTA headspike protein	1.03E-50	7.14	0.46
6	RCAP_rcc01080	GTA headspike protein	6.51E-47	7.04	0.48
7	RCAP_rcc01684	GTA portal protein	2.20E-26	6.88	0.62
8	RCAP_rcc01691	GTA major tail protein	1.32E-13	6.70	0.84
9	RCAP_rcc01689	GTA hypothetical protein	9.34E-15	6.63	0.80
10	RCAP_rcc02622	Conserved hypothetical protein	2.90E-46	6.18	0.42
11	RCAP_rcc00171	GTA tailspike protein	1.19E-40	6.02	0.44
12	RCAP_rcc01683	GTA large terminase subunit	1.20E-23	5.87	0.56
13	RCAP_rcc01690	GTA hypothetical protein	1.33E-08	5.72	0.92
14	RCAP_rcc01865	GTA activation factor A (GafA)	2.51E-35	5.67	0.44
15	RCAP_rcc01695	GTA hypothetical protein	3.31E-07	5.64	1.00
16	RCAP_rcc00556	Holin	6.11E-27	5.48	0.49
17	RCAP_rcc01682	GTA hypothetical protein	2.61E-04	5.36	1.28
18	RCAP_rcc01698	GTA hypothetical protein	7.52E-11	5.12	0.73
19	RCAP_rcc01866	GTA maturation protein	8.94E-50	5.10	0.33
20	RCAP_rcc01697	GTA cell wall peptidase	2.91E-16	5.09	0.58
21	RCAP_rcc00555	Endolysin	1.31E-12	5.08	0.66
22	RCAP_rcc01692	GTA hypothetical protein	1.84E-08	5.08	0.82
23	RCAP_rcc01685	GTA hypothetical protein	1.62E-05	5.00	1.03
24	RCAP_rcc01699	Conserved hypothetical protein	1.68E-13	4.79	0.60
25	RCAP_rcc01693	GTA hypothetical protein	1.05E-07	4.75	0.81
26	RCAP_rcc00203	Conserved domain protein	6.56E-06	4.36	0.86
27	RCAP_rcc01694	GTA hypothetical protein	4.30E-06	4.34	0.84
28	RCAP_rcc01696	GTA hypothetical protein	8.78E-06	4.27	0.86
29	RCAP_rcc01701	Phospholipid/glycerol acyltransferase	1.01E-11	4.07	0.55
63	RCAP_rcc02361	LexA repressor	4.03E-29	2.91	0.25
67	RCAP_rcc00042	DivL, PAS/PAC sensor	7.59E-04	2.86	0.73
141	RCAP_rcc02609	ClpP protease, proteolytic subunit	2.38E-04	2.08	0.49
289	RCAP_rcc01663	CtrA, cell cycle transcriptional regulator	0.13	1.32	0.67
440	RCAP_rcc02608	ClpX protease, ATP-binding subunit	0.12	0.91	0.46
825	RCAP_rcc03144	GcrA, cell cycle regulator	0.19	0.45	0.26
956	RCAP_rcc00460	ComM, competence protein	0.30	0.35	0.25
1098	RCAP_rcc00328	GtaR, LuxR-family transcriptional regulator	0.38	0.26	0.21
1511	RCAP_rcc03098	DprA, DNA protecting protein	0.95	0.05	0.56
1696	RCAP_rcc00222	RadC, DNA repair protein	0.94	-0.04	0.37
1735	RCAP_rcc00645	Diguanylate cyclase, PAS/PAC sensor	0.93	-0.06	0.42
1984	RCAP_rcc01749	CckA, Signal transduction histidine kinase	0.64	-0.17	0.25
2575	RCAP_rcc01751	RecA, SOS response protein	0.55	-0.43	0.50
2917	RCAP_rcc00329	GtaI, HSL autoinducer synthesis protein	0.01	-0.58	0.19
2926	RCAP_rcc02362	Competence protein	0.15	-0.59	0.31

Supplementary Table 4. List of primers used in this study.

Name	Sequence (5' to 3')	Application
Cloning Primers		
pPuf F	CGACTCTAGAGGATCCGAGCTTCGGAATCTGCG	Overexpression promoter
pPuf R	CATAACAACCTCCGGATTGGCAGAC	
CtrA(H6) F	TTTCAGGGCGCCATGCGGATTTTGTGGTGG	Construction of pCMF181
CtrA(H6) R	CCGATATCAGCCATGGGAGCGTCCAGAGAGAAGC	
CtrA(pPuf) F	CCGGAGGTTGTTATGCGGATTTTGTGGTGG	Construction of pCMF182
CtrA(66T) R	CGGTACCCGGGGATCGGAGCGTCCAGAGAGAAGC	
CtrA D51E F	TCCTTCTCGAACTGAACCTTCCCGACATG	Site directed mutagenesis to make pCMF184 & 5
CtrA D51E R	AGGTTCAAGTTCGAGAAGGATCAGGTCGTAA	
CtrA D51A F	TCCTTCTCGCTCTGAACCTTCCCGACATG	Site directed mutagenesis to make pCMF192 & 4
CtrA D51A R	AGGTTCAAGTCGAGAAGGATCAGGTCGTAA	
H6-gafA F	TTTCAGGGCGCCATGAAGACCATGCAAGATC	Construction of pCMF176
H6-gafA R	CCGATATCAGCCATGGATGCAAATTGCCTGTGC	
pP-gafA F	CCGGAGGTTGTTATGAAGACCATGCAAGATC	Construction of pCMF177
pP-gafA R	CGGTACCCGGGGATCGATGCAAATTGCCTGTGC	
MBP-gafA F	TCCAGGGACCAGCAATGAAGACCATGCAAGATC	Construction of pCMF193
MBP-gafA R	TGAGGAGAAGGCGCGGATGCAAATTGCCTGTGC	
171_gafA F	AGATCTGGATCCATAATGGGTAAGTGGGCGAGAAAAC	Construction of pCMF196
171_gafA R	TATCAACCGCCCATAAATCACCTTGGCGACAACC	
170_gafA F	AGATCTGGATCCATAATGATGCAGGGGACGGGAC	Construction of pCMF195
170_gafA R	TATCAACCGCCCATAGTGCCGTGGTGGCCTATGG	
GtaR(H6) F	TTTCAGGGCGCCATGTCCATACACACCGAA	Construction of pCMF199
GtaR(H6) R	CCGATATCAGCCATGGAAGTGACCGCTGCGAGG	
CleF	CGCGCCTTCTCCTCACATATGGCTAGC	Construction of pCMF193
CleR	TTGCTGGTCCCTGGAACAGAACTTCC	
Gene Knock-Out Primers		
CtrA ext F	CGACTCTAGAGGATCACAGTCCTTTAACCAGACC	Deletion and replacement of ctrA with gentamicin ^R
CtrA ext R	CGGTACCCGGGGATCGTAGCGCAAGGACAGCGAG	
CtrA inv F	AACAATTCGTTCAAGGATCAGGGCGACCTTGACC	Deletion and replacement of gafA with gentamicin ^R
CtrA inv R	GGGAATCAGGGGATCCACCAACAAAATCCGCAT	
gafA ext F	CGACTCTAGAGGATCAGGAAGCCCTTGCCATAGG	Deletion and replacement of gafA with gentamicin ^R
gafA ext R	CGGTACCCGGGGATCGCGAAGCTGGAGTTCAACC	
gafA inv R	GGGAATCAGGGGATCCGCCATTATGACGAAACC	Gentamicin resistance
gafA inv F	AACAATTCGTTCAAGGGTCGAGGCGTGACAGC	
Gent R	CTTGAACGAATTGTTAGG	Gentamicin resistance
Gent F	GATCCCCTGATTCCCTTTGT	
Site Directed Mutagenesis Primers		
pGafA_M1 F	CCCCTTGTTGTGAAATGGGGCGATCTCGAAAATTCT	Mutation of CtrA binding site (TTAAC to ACAAC)
pGafA_M1 R	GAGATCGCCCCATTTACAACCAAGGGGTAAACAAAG	
pGafA_M2 F	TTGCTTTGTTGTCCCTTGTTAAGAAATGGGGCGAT	Mutation of CtrA binding site (GTAAC to ACAAC)
pGafA_M2 R	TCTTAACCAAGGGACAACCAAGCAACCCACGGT	

EMSA Probe Primers

pGTA5	GGGATGCGGCTGCAGACCGATCC
pGTA R	GCTGACCATCGCCAGGGCCAGTTCC
pGafA F	CCGGATCAGCAGTTTCGGAC
pGafA inv R	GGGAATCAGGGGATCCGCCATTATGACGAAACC
555 F (Kan)	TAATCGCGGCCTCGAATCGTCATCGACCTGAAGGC
555 R (Kan)	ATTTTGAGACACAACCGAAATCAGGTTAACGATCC
pGafA_50	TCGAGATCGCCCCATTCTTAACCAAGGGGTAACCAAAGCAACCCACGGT
pGafA_50 RC	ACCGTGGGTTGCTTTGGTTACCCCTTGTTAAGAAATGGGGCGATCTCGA
pCtrA_50	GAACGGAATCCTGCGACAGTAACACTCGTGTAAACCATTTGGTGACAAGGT
pCtrA_50 RC	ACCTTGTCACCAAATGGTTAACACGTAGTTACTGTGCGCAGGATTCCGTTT
pGTA1	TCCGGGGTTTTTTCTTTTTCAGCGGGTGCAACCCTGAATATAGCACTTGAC
pGTA1 RC	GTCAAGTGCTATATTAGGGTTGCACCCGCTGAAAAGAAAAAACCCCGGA
pGTA2	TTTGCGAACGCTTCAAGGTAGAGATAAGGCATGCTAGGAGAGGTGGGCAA
pGTA2 RC	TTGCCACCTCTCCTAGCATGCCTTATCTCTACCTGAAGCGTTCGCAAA
pGTA3	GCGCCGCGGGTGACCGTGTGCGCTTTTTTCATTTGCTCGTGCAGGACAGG
pGTA3 RC	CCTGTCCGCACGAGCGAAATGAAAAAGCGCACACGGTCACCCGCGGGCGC
pGTA4	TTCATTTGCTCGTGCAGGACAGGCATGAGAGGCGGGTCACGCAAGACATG
pGTA4 RC	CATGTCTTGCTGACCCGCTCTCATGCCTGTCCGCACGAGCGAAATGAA
pGTA5	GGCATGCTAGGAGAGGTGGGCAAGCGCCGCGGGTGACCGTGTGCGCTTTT
pGTA5 RC	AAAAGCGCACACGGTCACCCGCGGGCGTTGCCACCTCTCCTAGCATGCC
pGafA2	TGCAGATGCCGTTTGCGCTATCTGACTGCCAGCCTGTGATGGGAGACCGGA
	GATGAAGA
pGafA RC	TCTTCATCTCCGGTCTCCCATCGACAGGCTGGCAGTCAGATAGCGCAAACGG
	CATCTGCA
NS_50	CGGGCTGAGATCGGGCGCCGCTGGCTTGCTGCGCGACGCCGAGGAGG
NS_50 RC	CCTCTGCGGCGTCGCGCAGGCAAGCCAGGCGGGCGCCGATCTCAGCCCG

Creation of PCR products for
band shifts

---

50 bp complimentary
oligonucleotides

qPCR Primers

gafA qF	GCTGAACGGCTGGATCTT
gafA qR	TTCCAACAGCCGCTTCAA
ctrA qF	TTTGGCGCCGATGATTAC
ctrA qR	GGATGATCGACTGCGAATG
terL qF	CGACGAGCTGGCGAAAT
terL qR	TTGTTGAGGATCGCCTTCAG
g5 qF	GGTCGTGGATCTGGTCTAT
g5 qR	GTCGGCATCCTTCATCTTG
555 qF	CTGGGCCTTGATCTGAACC
555 qR	GTTTCGGCGCCTTGAAATAC
divL qF	CGACGCTTTATGCCTTTCT
divL qR	GTTCCAGTTCCGTCATCTTC
lexA qF	GCATTACGCGCTTGAAGT
lexA qR	ACGACGATATCGCCATTCT
uvrD qF	CAGAAGGAACACACGGTCAA
uvrD qR	AAAGTGTCAGGCGGAATCTC
pGafA qF	TGGGAGACCGGAGATGA
pGafA qR	CGCCAGCTGCCGGATCG
pCtrA qF	GCGGAGAACCCAGGATG
pCtrA qR	ACGTTGAGGTTGGCATG

Quantification of *gafA*
transcripts

Quantification of *ctrA*
transcripts

Quantification of terminase
transcripts

Quantification of capsid
transcripts

Quantification of endolysin
transcripts

Quantification of *divL*
transcripts

Quantification of *lexA*
transcripts

Quantification of *uvrD*
reference gene transcripts

Quantification of native
gafA transcripts

Quantification of native *ctrA*
transcripts

Supplementary Table 5. List of plasmids used in this study.

**Plasmid**	**Description**	**Reference**
pCM66T	pCM66T: trimmed pCM66 backbone was a gift from Mary Lidstrom	Addgene plasmid # 74738
pSRKBB	Broad host range vector; ColE1, OriV, IncP/traJ, Kanamycin ^R<br>pSRKBB-empty was a gift from Claudia Schmidt-Dannert	Addgene plasmid # 59449
pETFPP_2	Broad host range vector; rep/per, pBR322, Kanamycin ^R<br>Expression vector; T7 promoter-His6-MBP-3c Cleavage Site, Kanamycin ^R	¹
pEHisTev	Expression vector; T7 promoter-His6 tag, Kanamycin ^R	²
**CtrA Constructs**		
pCMF181	pEHisTEV::His6- <i>ctrA</i>	This Study
pCMF182	pCM66T::pPuf- <i>ctrA</i>	This Study
pCMF184	pEHisTEV::His6- <i>ctrA</i> D51E (phosphorylation mimic)	This Study
pCMF185	pCM66T::pPuf- <i>ctrA</i> D51E (phosphorylation mimic)	This Study
pCMF190	pCM66T:: <i>ctrA</i> Δgentamycin ^R	
pCMF192	pEHisTEV::His6- <i>ctrA</i> D51A (non-phosphorylatable mutant)	This Study
pCMF194	pCM66T::pPuf- <i>ctrA</i> D51A (non-phosphorylatable mutant)	This Study
**GafA Constructs**		
pCMF176	pEHisTEV::His6- <i>gafA</i>	This Study
pCMF177	pCM66T::pPuf- <i>gafA</i>	This Study
pCMF180	pCM66T:: <i>gafA</i> plus flanking DNA	This Study
pCMF188	pCM66T:: <i>gafA</i> Δgentamycin ^R	This Study
pCMF193	pETFPP_2::His6-MBP- <i>gafA</i>	This Study
pCMF195	pLac'-1865 homologue (DSM15170)	This Study
pCMF196	pLac'-1865 homologue (DSM15171)	This Study
pCMF214	pCMF180 mutated TTAAC to ACAAC CtrA binding site	This Study
pCMF215	pCMF180 mutated GTAAC to ACAAC CtrA binding site	This Study
**GtaR Constructs**		
pCMF199	pEHisTEV::His6- <i>gtaR</i>	This Study

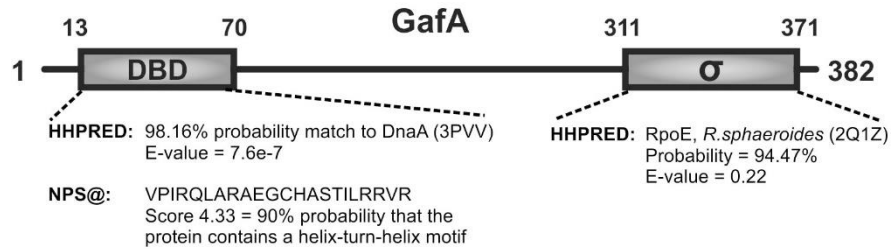

Supplementary Figure 1. Schematic of GTA activation factor protein (GafA). The predicted DNA binding domain (DBD) and sigma factor domain (σ) are indicated as grey boxes with amino acid boundaries for each feature annotated. Structural comparisons were carried out with HHPRED^{3,4} using the PDB database. For each domain, the top hit is annotated below the figure along with the associated probability score and E-value. The DBD is also predicted to contain a helix-turn-helix motif (HTH)⁵, the amino acid sequence of which is provided as identified by both NPS@: Network protein sequence analysis⁶ and GYM 2.0⁷. The score and probability values from NPS@ are annotated.

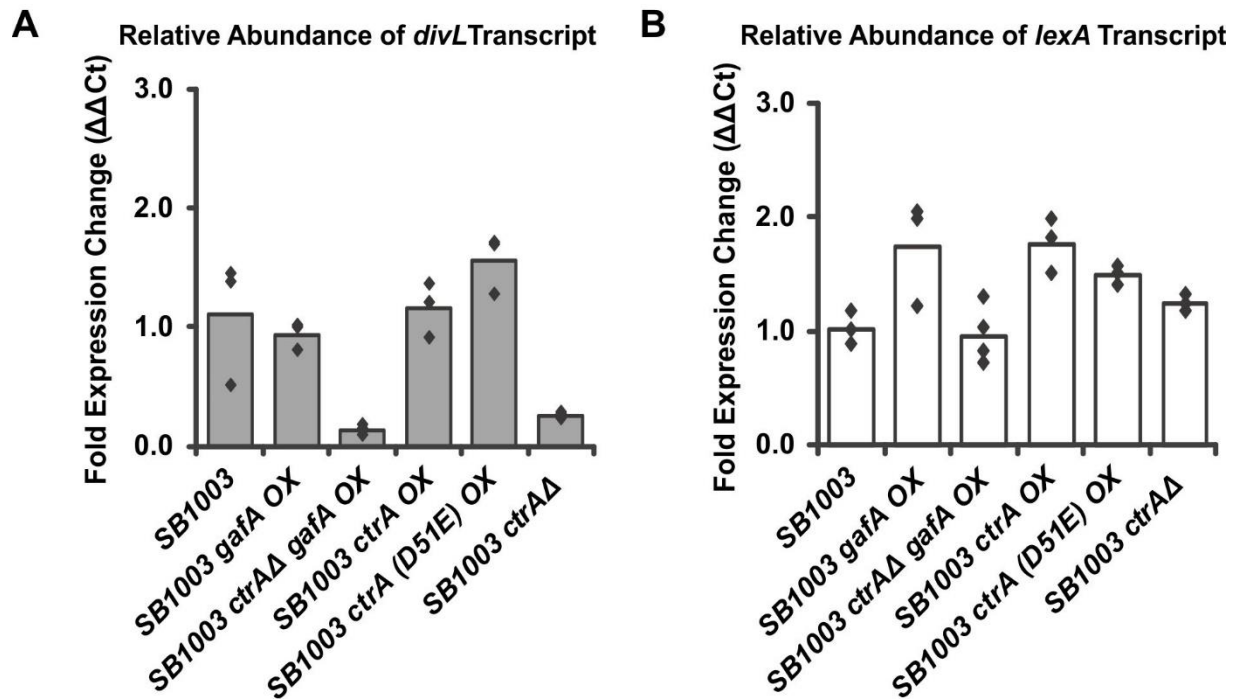

Supplementary Figure 2. Relative Transcription of *lexA* (A) and *divL* (B). The *R. capsulatus* strains assessed are annotated below each graph. All Y-axis fold expression changes are normalized using *uvrD* as an endogenous reference gene (ΔC_t) and relative to the wild-type SB1003 strain ($\Delta\Delta C_t$). Individual replicates are shown as diamonds (n=3 for all samples, except SB1003 *ctrA* Δ *gafa* OX where n=4). Source data are provided as a Source Data file.

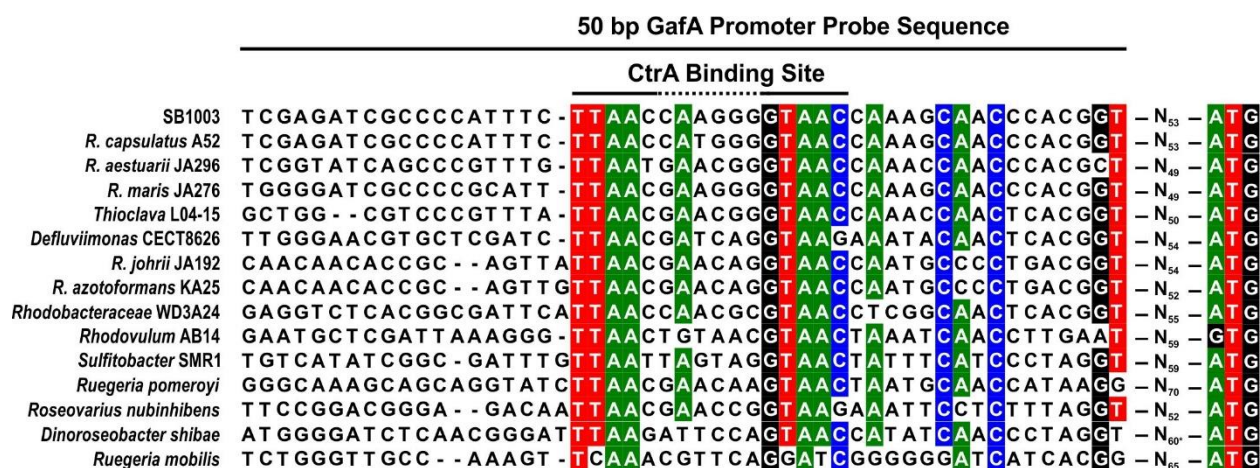

Supplementary Figure 3. Alignment of the *R. capsulatus* *gafA* promoter to comparable promoters from 14 species. GafA was queried against the Genbank nr protein sequences database (access date 14th June 2018) using Blastp and the results returned were condensed by selection of the top hit belonging to each of the first ten different species matches. The promoter region for each protein was identified and compared to the *gafA* promoters from four experimentally proven *Rhodobacteraceae* GTA producers. Alignment was produced using ClustalW2⁸ and an 80% cut-off for conservation shading is shown. The two half-sites of the CtrA binding site are shown as solid lines and the spacer region as a dotted line. The ATG start codon is depicted to the right with distance to the binding region indicated.

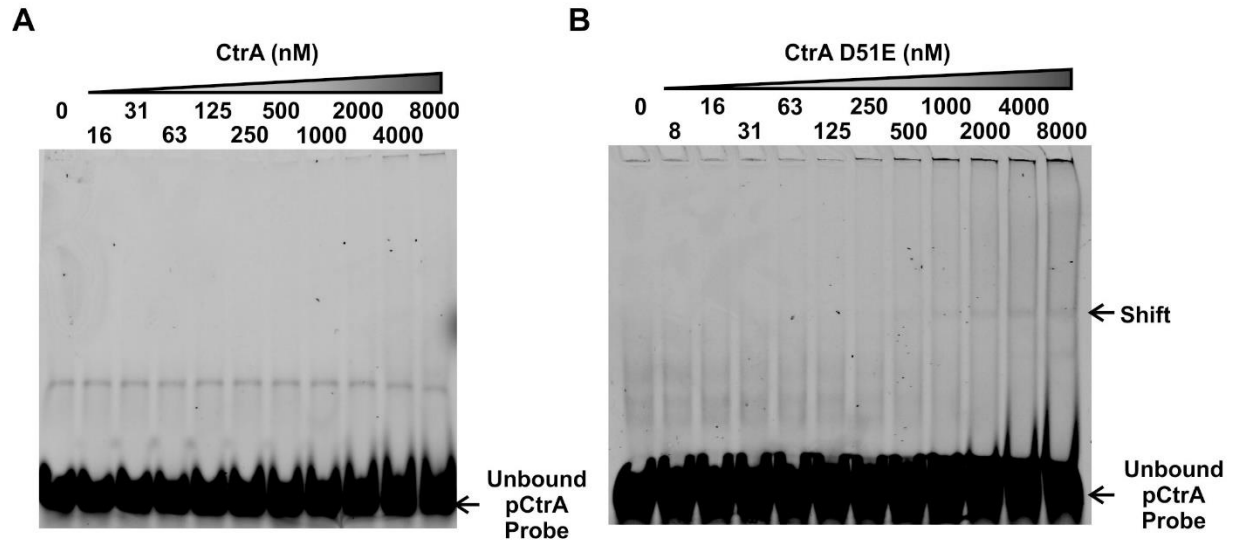

Supplementary Figure 4. CtrA/CtrA^{D51E} Promoter Binding Activity. Band shifts of Cy5-labelled *ctrA* promoter DNA (pCtrA) incubated with either WT CtrA (**A**) or phosphomimetic CtrA^{D51E} (**B**) protein at the concentrations specified above each image. Source data are provided as a Source Data file.

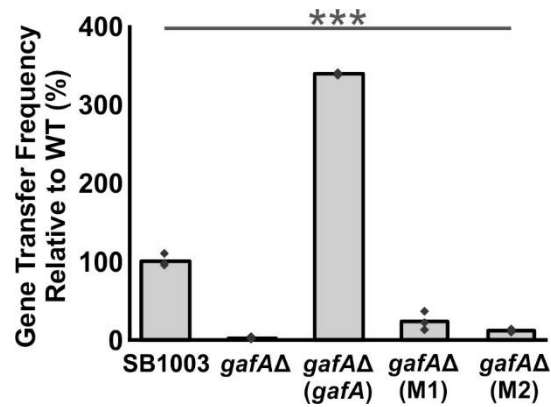

Supplementary Figure 5. Mutation of the CtrA binding site in the GafA promoter impairs GTA expression. GTA gene transfer assays for *R. capsulatus* SB1003, *gafA* knock-out (*gafA*Δ), *gafA* knock-out complemented *in trans* with *gafA* expressed from its native promoter (*gafA*Δ(*gafA*)), and *gafA* knock-out complemented *in trans* with *gafA* expressed from its native promoter with one CtrA binding site mutated from TTAAC to ACAAC (*gafA*Δ(M1)) or one CtrA binding site mutated from GTAAC to ACAAC (*gafA*Δ(M2)). Individual replicates are shown as diamonds (n= 3), One Way ANOVA significance versus the control (SB1003) is indicated above the chart (*** = p<0.001). Source data are provided as a Source Data file.

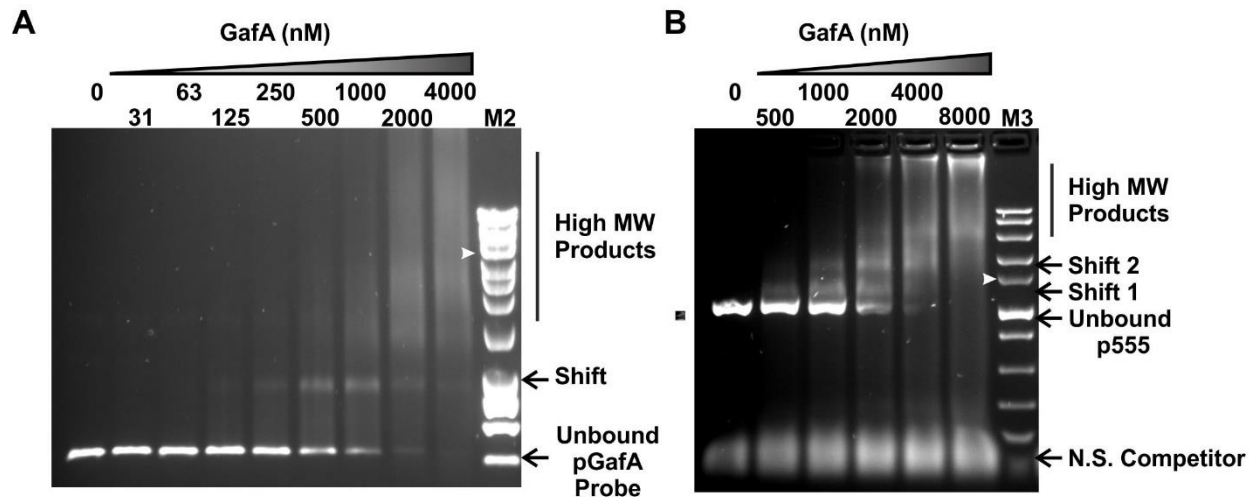

Supplementary Figure 6. Band shifts of GafA vs the *gafA* (A, pGafA) and RcGTA endolysin promoters (B, p555). Concentration of GafA is shown above each image. DNA probes were PCR amplicons of 420 bp and 1,047 bp for pGafA and p555, respectively. Unbound probe DNA and Protein:DNA complexes (Shift) are annotated. 50 bp dsDNA oligos (N.S. Competitor) were included in molar excess as a non-specific competitor. At high protein concentrations some high molecular weight complexes were observed in the wells and some smearing possibly indicative of precipitation or higher order complexes. Bioline HyperLadder 1 kb DNA ladder (M2) or NEB 1 kb DNA Ladder (M3) were used; the 4 kb band is annotated with a white arrow head. Source data are provided as a Source Data file.

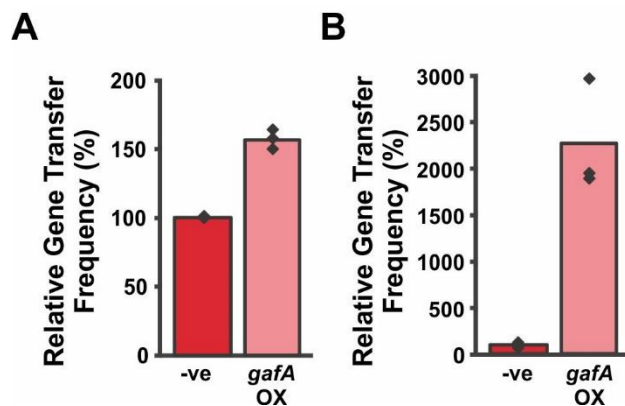

Supplementary Figure 8. The effect of *Roseovarius nubinhibens* *gafA* overexpression on transfer of antibiotic resistance by two non-*Rhodobacter* species. A, *In vitro* GTA assay of spontaneous streptomycin resistant *Roseovarius nubinhibens* clones containing the pCMF195 *gafA* overexpression construct (*gafA* OX) or without (-ve). The antibiotic sensitive parental strain was used as a recipient. Individual replicates are shown as diamonds (n= 3) **B**, Co-culture GTA assay of *Ruegeria mobilis* spontaneous rifampicin and streptomycin resistant clones containing the pCMF195 *gafA* overexpression construct (*gafA* OX) or without (-ve). Source data are provided as a Source Data file.

Supplementary References

1. Fogg, M. J. & Wilkinson, A. J. Higher-throughput approaches to crystallization and crystal structure determination. *Biochem Soc Trans* **36**, 771–775 (2008).
2. Liu, H. & Naismith, J. H. A simple and efficient expression and purification system using two newly constructed vectors. *Protein Expr Purif* **63**, 102–111 (2009).
3. Zimmermann, L. *et al.* A Completely Reimplemented MPI Bioinformatics Toolkit with a New HHpred Server at its Core. *J Mol Biol* **430**, 2237–2243 (2018).
4. Hildebrand, A., Remmert, M., Biegert, A. & Söding, J. Fast and accurate automatic structure prediction with HHpred. *Proteins* **77 Suppl 9**, 128–132 (2009).
5. Hynes, A. P. *et al.* Functional and evolutionary characterization of a gene transfer agent's multilocus "genome". *Mol Biol Evol* **33**, 2530–2543 (2016).
6. Dodd, I. B. & Egan, J. B. Improved detection of helix-turn-helix DNA-binding motifs in protein sequences. *Nucleic Acids Res* **18**, 5019–5026 (1990).
7. Narasimhan, G. *et al.* Mining protein sequences for motifs. *J Comput Biol* **9**, 707–720 (2002).
8. Larkin, M. A. *et al.* Clustal W and Clustal X version 2.0. *Bioinformatics* **23**, 2947–2948 (2007).
9. Sievers, F. *et al.* Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol Syst Biol* **7**, 539 (2011).
10. Waterhouse, A. M., Procter, J. B., Martin, D. M. A., Clamp, M. & Barton, G. J. Jalview Version 2--a multiple sequence alignment editor and analysis workbench. *Bioinformatics* **25**, 1189–1191 (2009).

# Supplementary material for: Identification and characterization of a direct activator of a gene transfer agent
**Source:** Nat Commun. 2019 Feb 5;10:595. doi: 10.1038/s41467-019-08526-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

Agarose Gels were imaged with Quantity One software (Biorad), Fluorescence images were taken using Typhoon Scanner Control Software 1.1.0.7 (Amersham), qPCR data was collected using QuantStudio 3 Real-Time PCR System (Applied Biosystems)

Data analysis

Image analysis was carried out using ImageQuant (Amersham) and ImageJ (NCBI). Statistical analysis was done in SigmaPlot 13.0 (Systat Software). Figure graphics were created in CorelDraw 2017. Artemis and DNA plotter (Sanger Centre) were used for genome context visualization. RNAseq reads were quality checked and trimmed using FastQC version 11.0.5 and Cutadapt version 1.8.3, respectively. Kallisto version 0.43.1 was used to pseudo-align reads to the R. capsulatus SB1003 reference transcriptome, and to quantify gene expression. Differential expression analysis was performed using Sleuth version 0.29.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data needed to evaluate the conclusions of the paper are present in the paper and the additional data files. The complete RNAseq data was submitted to the NCBI Gene Expression Omnibus (GEO) Database. All bacterial strains or genetic constructs are securely stored locally and are available on request.

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	qPCR and GTA assays used a minimum of 3 biological replicates and 3 technical replicates, which is standard practice for this type of data.
Data exclusions	Data was generally not excluded but occasionally where a single technical replicate was substantially different than the others it was discarded as experimental error.
Replication	Technical and biological replicates were taken for each of the experiments described to allow for natural variation or experimental error. Biological replicates were also carried out at at least two different points in time.
Randomization	n/a
Blinding	Blinding was not used, and is not typically used for the small scale targeted type of experiments used here.

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involved in the study
☒	☐ Unique biological materials
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

How the deposited data were processed for this re-analysis (not part of the article)

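RNAseq libraries of *R. capsulatus* SB1003 (4 libraries, S01 to S04) and of the RcGTA hyperproducer DE442 (8 libraries, S05 to S12) were compared. Libraries were grouped by the strain in their labels. The paper's methods name passage and sequencing batch as terms of the model, and neither is given per library, so no such term was fitted.

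The authors trimmed the reads with Cutadapt 1.8.3, pseudo-aligned them to the SB1003 reference transcriptome with Kallisto 0.43.1 and exported normalized estimated counts from Sleuth 0.29.0. As deposited by the authors, the values of this table are a signal per gene, estimated counts divided by 1 factor per library and not by gene length. Between 91.8% and 97.4% of the low values of a library are whole multiples of the library's step within 0.02. The log2 values b and their standard errors in the authors' deposited test table come from the Wald test of Sleuth's linear model. The p-values and q-values in that table were computed by the authors with Sleuth's likelihood ratio test, and the q-values were adjusted by false discovery rate. Of 3740 genes, 159 have no b in this table. By the table, 942 genes have a q-value under 0.05, of which 537 have b above 0 and 405 below 0. The slope of b on the log2 fold change computed here was 0.979, which places b on the log2 scale.

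The design fixed before the data were examined named a count-based test, with limma on log2 values to be used if the values proved to be normalized. They did, so the test was limma 3.58.1 in R 4.3.3 with its trend option and without its robust option, on log2 (value + 0.5), for genes with a value of at least 5 in at least 4 libraries. This left 3728 genes and 12 not tested. All adjusted p-values in the text are from limma, by the Benjamini-Hochberg method, over all genes tested for a gene, over the 19 lists for a list, and over a list's members where said, with a threshold of 0.05, and 4-fold means a log2 fold change of 2 or more, or of -2 or less. The same fit with DE442 S05 to S08 and S09 to S12 as separate groups gave the values for each set and the difference between the sets. That grouping was chosen after b had been found to equal the difference between S05 to S08 and SB1003. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

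Gene lists were fixed at the same time, as locus tags or as words in the product names. The 19 lists are the RcGTA structural cluster, RcGTA genes elsewhere, flagella and motility, chemotaxis, ribosomal proteins, transcription and translation machinery, ATP synthase, photosynthesis, respiratory chain, SOS response and DNA repair, competence and DNA uptake, chaperones and proteases, gas vesicle, nitrogenase, CtrA phosphorelay and cell cycle, quorum sensing, other phage genes, plasmid genes and stable RNA. Each list was tested with limma's camera (preset correlation 0.01, and with an estimated correlation) and with fry, and its members past the threshold were counted. Since the words were read without regard to case, 20 of the 34 genes of the SOS list were taken because pyruvate contains the letters of Ruv, and 3 of the 34 chaperones and proteases because epsilon and regulon end in the letters of Lon. Lists without these genes, of 14 and 31 genes, were added after the data were seen. The flagella list also holds OmpA/MotB domain proteins, and *motA* and *motB* are in both the flagella and the chemotaxis lists.

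Genes named in the text were set by a rule, which gave 94 genes. It takes the 10 genes with the largest and the 10 with the smallest log2 fold change among those past the threshold whose DE442 libraries all lie above, or all below, the SB1003 libraries. It adds every gene of Supplementary Table 3 and every gene named in the paper's RNAseq sentences, whose values in the paper's tables had been seen, and up to 2 genes per list in each direction. Genes named outside the rule are said to have been chosen after their values were seen, or are members of the paper's tables that did not pass the test.

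The test was tried on simulated data with the spread of these libraries, where it recovered 58.2% of genes changed by 1 on the log2 scale, 95.5% of those changed by 2 and 100% of those changed by 4. Of 178 calls on the simulated data, 9 (5.06%) were false. The noise was drawn independently for each gene and library, without the close pairs or the correlation between genes. These rates may therefore not hold for the real libraries. The depth per library is given as the sum of values and as estimated reads, and no counting interval was computed, since the values are not whole reads.

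Alternatives covered the pseudocount, the filter, the scaling, stable RNA genes, the fold threshold, the ranking, the correlation in the list tests and leaving out each library in turn. Alternatives that need counts, namely trimmed-mean and relative log expression factors, a negative binomial test, limma on counts scaled to library size and surrogate variables for counts, were not run because the values are not counts. Median-of-ratios factors and principal components of the residuals were used in place of some of them. Variances in the authors' test table were not used here.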

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

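The tests of a scaling factor, of plasmid gene names in the DE442 assembly, of carried-over reads, of splits that keep close pairs whole and of sequencing depth were chosen only after the result was seen, as was the comparison of S09 to S12 with S05 to S08.

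Library S01 of SB1003 stood apart from the other 3 SB1003 libraries, over the chromosome genes as a whole and in several named genes. Its values were 1004 for the tail fibre gene *rcc00171* (others 639 to 680) and 345 for the RcGTA gene *rcc01695* (others 130 to 142), both higher. It was lower for *clpP* at 943 (others 2204 to 2609), *clpX* at 2764 (6740 to 8006), *clpS* at 4707 (14785 to 17921), *infC* at 2546 (5182 to 5814) and *rcp00079* at 1367 (3059 to 3429). RcGTA genes took 0.183% of the values of S01 and 0.0669 to 0.0732% of the other SB1003 libraries, and its values sum to 9315280, against 19044300 to 20015200. In S02, *cheY3* was low at 69.6 (others 132 to 139). Among DE442 libraries, *nosZ* was high in S06 at 8.20 (others 1.04 to 2.91) and *rcp00153* in S08 at 2.30 (others 0 to 0.625). In all, 10 of 188 groups of named genes held such a library, 7 of them S01, where chance gives 9.4, about 1 group in 20. The 9.4 is for any library of a group, so it is not the number expected in S01 alone. Over log2 values of chromosome genes, S01 correlated with the other SB1003 libraries at r of 0.912 to 0.926. Among those libraries r was 0.955 to 0.995. On the second principal component S01 lay at 30.0 and the others at -15.1 to -11.5.

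Outside the paper's tables, 147 plasmid genes were lower in DE442. Of the 153 plasmid genes, 147 have no b in the authors' deposited table, and the paper's tables list genes by b. A scaling factor for whole libraries would lower chromosome genes as well, and their median log2 fold change was -0.0740. The deposited values were already scaled by library, which holds this median near 0, so it is no test of the factor. The plasmid genes had a median of -9.62, and a factor common to both would leave the gap between them unchanged. A candidate explanation is that DE442 lacks most of the plasmid: 3.45% of 29 plasmid gene names, without a trailing copy number, were found in the gene table of a DE442 assembly, against 47.2% of 1207 chromosome names. The low values left in 150 plasmid genes rose with those of SB1003 (Spearman rho 0.622 across genes, which are not independent) and summed to 0.0500% of the SB1003 sum, or 0.0255% without *rcp00036*, and most could be reads carried over between libraries. Neither explains *gap4*, *rcp00050* and *rcp00087*, at 728, 450 and 360 in DE442, or *rcp00036*, at 57.7 and 20.6% of its SB1003 mean. Whether the low plasmid values belong to DE442 or to the cultures sequenced stays open, and the DNA of these cultures was not examined here.

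Between DE442 S05 to S08 and S09 to S12, 385 genes differed at an adjusted p under 0.05 from limma, 100 higher and 285 lower in S09 to S12. Of the 35 splits of the 8 libraries, 1, the real one, called as many, but 28 part a close pair and called at most 1, so the bound set for this test was wrong: the 7 that keep both pairs whole, of which the highest other (S05, S06, S10 and S11 together) called 254, are too few for a share under 0.05. Some of these 7 part S09 and S12, which are close by the median over genes, and those called no genes. The ranges of estimated reads of the 2 sets overlapped by 2950500, which argues against depth as the whole cause. With S05 and S06, and S07 and S08, averaged, 49 genes differed, so how far the count rests on close pairs cannot be told apart from a loss of power. Simulated changes of 2 on the log2 scale were recovered in 82% of genes, with 13 false calls. That simulation drew its noise independently for each gene and library, and smaller changes were not simulated. If the paper's model counted SB1003 as unpassaged, S09 to S12, which do not enter b, would be the passaged culture. Passage and sequencing batch, which the paper's methods name, were not tested as causes and stay open.

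Of the named genes, S09 to S12 differed from S05 to S08 by -1.32 on the log2 scale in *lexA* (adjusted p = 0.0333, and 0.125 with pairs averaged), -1.01 in *rcc00329* (0.00903 and 0.0805), -1.60 in *rpsR* (0.0409 and 0.186), -1.83 in *atpX* (0.00903 and 0.0805) and -2.05 in *atpF* (0.00285 and 0.0405). The tRNA gene *rct00033* differed by -1.69 (0.000696 and 0.0168) and the plasmid gene *rcp00046* by 1.67 (0.0449 and 0.154), with values near 0 in all DE442 libraries.

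In these libraries, short protein-coding genes had a lower median log2 fold change in DE442 than long ones. Protein-coding chromosome genes under 300 nt, outside the RcGTA and ribosomal protein lists, had a median log2 fold change 0.194 lower than genes of 900 nt or more (difference -0.194, 95% interval -0.309 to -0.105), with medians of -0.21 over 300 genes and -0.02 over 1589. The interval comes from resampling genes as if they were independent, and does not measure the spread between libraries. The medians were -0.206 and -0.0640 over S05 to S08, and -0.267 and 0.0481 over S09 to S12. Of the 300 short genes, 41 were higher and 36 lower over S05 to S08, and 25 and 81 over S09 to S12. Of the 1589 long genes, 187 were higher and 144 lower over S05 to S08, and 222 and 203 over S09 to S12. Among ribosomal protein genes, 6 of 17 under 300 nt were higher and 6 lower, against 23 and 2 of 37 longer ones over all 8. Over S05 to S08 these counts were 7 and 3, against 30 and 0. Over S09 to S12 they were 4 and 7, against 19 and 4. Of 54 tRNA genes 1 was lower and 5 higher over S05 to S08, and 19 were lower and 1 higher over S09 to S12, with medians of -0.50 and -1.05. Transcripts of tRNA took 0.440 to 0.535% of the values of an S05 to S08 library and 0.275 to 0.367% of an S09 to S12 library, against 0.805 to 1.76% of an SB1003 library. A loss of short fragments in library preparation may contribute and cannot be told apart from a biological difference, because the difference lies between the bounds set for either. No biological explanation was tested.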

How the results depend on the processing

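The groupings of S05 to S08 and S09 to S12, the averaged pairs, the fits without plasmid genes, the residual principal components, the recomputed median-of-ratios factors and the lists without spelling matches were chosen only after the data were seen. No paired analysis was possible because the labels S01 to S12 pair no SB1003 library with a DE442 library. Other alternatives set at the start, which need counts (trimmed-mean and relative log expression factors, a negative binomial test, limma on counts scaled to library size, 1 or 2 surrogate variables for counts) were not run because the values are not counts.

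Of 94 named genes, 85 passed the threshold, of which 53 kept the call in all 27 other settings, 10 kept it where tested but were left untested by some settings, and 22 lost it in some setting. Over the log2 fold changes of these 94 genes in each setting, 2355 values kept their side and direction, 146 fell short of the threshold, 8 newly passed it (4 of *ctrA*, 3 of *recA* and 1 of *rcc00645*) and 5 reversed. The log2 fold change ranged from 5.67 to 6.25 for *gafA*, 2.38 to 3.31 for *divL* (adjusted p up to 0.00887) and 1.59 to 2.91 for *lexA* (up to 0.0127), all past the threshold.

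Of 977 genes past the threshold 43.6% were higher (426 against 551 lower), and after quantile normalization 56.0% (748 against 588), which moved the median of all genes by 0.126. Quantile normalization also gave 294 genes at least 4-fold higher and 112 with a log2 fold change of 4 or more, against 131 and 25. *CtrA* passed with quantile normalization (1.09), with library totals made equal (1.11) and with 1 or 2 residual principal components (1.09 and 1.09), at adjusted p of 0.0215, 0.0214, 0.0364 and 0.000509, within a range of 0.000509 to 0.414. The components are orthogonal to strain, so by construction they leave each fold change as it is and lower the residual spread. With 1 component 956 genes were lower, and with 2, 821 were higher and 1203 lower. With close pairs averaged 270 genes were higher. Genes at least 4-fold lower numbered 54 with a value of at least 10 required in every library and 52 without plasmid genes, against 201, because both leave most or all plasmid genes untested. Read on the natural log scale, a threshold of 2 left 52 genes higher. Ranked by p-value, 12 RcGTA genes were among the 29 highest, against 22. Of the gene lists, 8 passed camera's threshold, 1 with an estimated correlation, and 13 over S05 to S08, with 1 component and with 2 (13 and 13). The 8 lists also passed fry, as did the SOS list as first written (adjusted p = 0.00905) and the CtrA phosphorelay list (0.0273). *DprA* (*rcc03098*, spelled *drpA* in the annotation carried by the files) reversed over S05 to S08 (0.0515, from -0.25) and *comM* over S09 to S12 (-0.0604, from 0.14), neither past the threshold. Apart from the plasmid genes, the cause was not tested.

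Leaving out each library gave 296 to 457 genes higher, 389 to 686 lower, 186 to 247 at least 4-fold lower, a count at least 4-fold higher within 1.5 times 131, and 20 to 24 RcGTA genes among the 29 highest. Each of the 12 ended the call of some named gene. Without S03, 16 of the 17 cluster genes passed. *CtrA* ranged from 0.67 (without S01) to 1.39 (without S02), *dprA* from -0.79 (without S01) to 0.10 (without S04), and *radC* from -0.48 to 0.00360 (the same libraries).

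Depth limits low values: the plasmid genes at or near 0 in DE442 have fold changes that depend on the pseudocount.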

Differences from the paper's values

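The settings over S05 to S08, without plasmid genes and with residual principal components were chosen only after the values were seen.

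The paper gives 37 genes as downregulated, and 201 were at least 4-fold lower here (149 plasmid and 52 chromosome genes) at an adjusted p under 0.05 from limma. Of the alternatives set before the data were examined, a value of at least 10 in every library gave 54, within 1.5 times the paper's count. The pseudocounts of 1 and 5, no filter, quantile normalization, equal totals, the fit without rRNA and tRNA, each left-out library, the natural log threshold and fold change alone gave 161 to 247 and did not. Settings chosen after the values were seen come close: without plasmid genes the count was 52, which drops the 3 plasmid genes of the paper's list, and over S05 to S08 and the 3581 genes with b it was 35, which drops *rcc01016* and *rcc02637*.

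For *dprA* (*rcc03098*) the paper's b is 0.05, and the log2 fold change here was -0.25, of the other sign but within the paper's standard error of 0.56. Of the same alternatives, leaving out S03 (0.06) or S04 (0.10) gave a value of the paper's sign, and the others did not. Over S05 to S08, chosen after the values were seen, it was 0.05 by construction, since these are the libraries of b. Over 67 named genes with b in the paper's tables, 66 log2 fold changes were within the larger of the SD between libraries (log2) and the paper's standard error of the paper's b, and 58 within the larger of the 2 standard errors. All libraries of b also enter these fold changes, so such closeness was largely given in advance.

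The paper counts *ctrA* among the upregulated genes, with a b of 1.32 that uses only S05 to S08 of the DE442 libraries. Over the same libraries its log2 fold change was 1.32 and did not pass the test (adjusted p = 0.142 from limma), nor did 1.09 over all 8 DE442 libraries (adjusted p = 0.167, range 0.000509 to 0.414 over the alternatives). It passed with quantile normalization (0.0215) and equal library totals (0.0214), both set before the data were examined, and with 1 or 2 residual principal components (0.0364 and 0.000509), chosen after, which drop 0 of the named genes past the threshold but by construction keep every fold change and lower the residual spread. In the authors' deposited table, *ctrA* has a q-value of 0.128, the paper's own.

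The paper places all RcGTA genes among its 29 most raised genes, and 22 of 24 were among the 29 highest here. All 24 were without S01. All 24 were also over S05 to S08, chosen after the values were seen, where the ranking is that of b by construction.

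Of the genes the paper lists as at least 4-fold changed, 10 of the 150 locus tags in Supplementary Table 1 and 4 of the 37 in Supplementary Table 2 did not pass the test over all 8 DE442 libraries, and 140 and 33 did, in the paper's direction. Over S05 to S08, 150 and 35 passed, where the fold change is b itself.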

Other observations

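The tests of other splits of the 12 libraries, with and without close pairs kept whole, were chosen only after the result was seen.

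The genes *pucB* and *pucA*, for light-harvesting proteins, had log2 fold changes of 2.87 and 2.69 over S05 to S08 and of 2.03 and 2.03 over all 8 DE442 libraries, and did not pass over S09 to S12 (1.18 and 1.36, adjusted p = 0.172 and 0.103 from limma), with close pairs averaged (0.153 and 0.0929), or without S01 or S02. Over all settings their adjusted p ranged from 1.4e-05 to 0.172 for *pucB*, which lost the call in 12, and from 4.7e-05 to 0.108 for *pucA*, which lost it in 4. Of bacteriochlorophyll synthesis genes, *bchF* fell (-1.43 and -1.56), and *bchC* had -1.35 over S05 to S08 (adjusted p = 0.133) and -1.97 over all 8 (adjusted p = 0.0340). The *bchC* call was lost in 10 other settings, among them averaged close pairs (0.106), with adjusted p from 5.1e-05 to 0.133 over all of them. Of 28 photosynthesis genes, 3 were higher and 1 lower over S05 to S08, and 4 were higher and 3 lower over all 8, also when adjusted over the list alone, with adjusted p of 0.325 from camera and 0.825 with an estimated correlation.

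Of 10 gas vesicle genes, 5 were higher and 0 lower over S05 to S08, and 7 were higher and 0 lower over all 8 (7 and 0 when adjusted over the list alone), with adjusted p of 0.00147 from camera and 0.406 with an estimated correlation. The list's adjusted p from fry was 0.00532. *GvpG* had log2 fold changes of 2.44 over S05 to S08 and 2.39 over all 8.

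Of 34 chaperones and proteases, 6 were higher and 1 lower over S05 to S08, and 7 were higher and 2 lower over all 8, also when adjusted over the list alone (adjusted p = 0.316 from camera, 0.825 with an estimated correlation), and 6 and 2 of 31 without the genes taken by spelling. Of 17 transcription and translation genes, 7 were higher and 2 lower over S05 to S08 (adjusted p of the list = 0.0183 from camera, 0.446 with an estimated correlation), and 3 were higher and 2 lower over all 8, also when adjusted over the list alone (0.137 and 0.786). Among them, *fusA1* and *rpoA* had log2 fold changes of 2.18 and 1.99 over all 8.

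Of 34 respiratory chain genes, 8 were higher and 0 lower over S05 to S08 (adjusted p of the list = 0.00989 from camera, 0.689 with an estimated correlation), while 2 were higher and 10 lower over S09 to S12 (0.406 and 0.902). Over all 8, 3 were higher and 1 lower (2 and 0 when adjusted over the list alone, with adjusted p of 0.343 and 0.851), among them *petA* and *petB* at 1.64 and 1.40, and *petB* did not pass with close pairs averaged (0.0592, range 1.7e-05 to 0.0592). Of 27 nitrogenase genes, 0 were higher and 3 lower over S05 to S08 (0.0124 and 0.689), and 0 and 2 over all 8 (0 and 0 when adjusted over the list alone), with adjusted p of 0.0729 and 0.825 in the same tests. Of 60 other phage genes, 3 were higher and 11 lower over S05 to S08 (0.00989 and 0.689), and 3 and 9 over all 8 (2 and 9 when adjusted over the list alone), with adjusted p of 0.152 and 0.825. Of 66 stable RNA genes, 5 were higher and 1 lower over S05 to S08 (0.883 and 0.956), 1 was higher and 19 lower over S09 to S12 (0.0315 and 0.755), and 2 were higher and 13 lower over all 8, also when adjusted over the list alone (0.159 and 0.825).

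No other split that was tried called as many genes as the split by strain. How far this excludes chance is limited by close libraries, which are not independent. It also cannot tell strain from culture, passage or batch. Of 100 splits of the 12 libraries into 4 and 8, drawn from 495, 87 part a close pair and are thus unlike the real one. Of the 100, 1, the real one, called as many genes as the 977 called between SB1003 and DE442, and the highest other called 614. Of the 63 splits that keep all close pairs whole, 1, the real one, did, and the highest other, with S05, S06, S10 and S11 together, called 792. The next, with S01, S09, S11 and S12 together, called 739, so other differences between the libraries cross the strains. S09 and S12, close by the median over genes, were not counted as a pair, and splits that part them are among the 63. For genes at least 4-fold different, 1 split in each set reached the real count of 332, and the highest other gave 100, or 80 with close pairs whole. The first principal component of the libraries took 50.9% of the variance, the second 24.0%, with S01, S09 and S12 highest (30.0, 31.0 and 29.4), and the third 10.7%.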
